# RNAi-mediated silencing of MLL-AF9 reveals leukemia-associated downstream targets and processes

**DOI:** 10.1186/1476-4598-13-27

**Published:** 2014-02-11

**Authors:** Katrin K Fleischmann, Philipp Pagel, Irene Schmid, Adelbert A Roscher

**Keywords:** Acute myeloid leukemia, MLL-AF9, Fusion gene, siRNA, Gene expression, Therapeutic targets, Molecular processes, SCH39166, Ecopipam

## Abstract

**Background:**

The translocation t(9;11)(p22;q23) leading to the leukemogenic fusion gene *MLL-AF9* is a frequent translocation in infant acute myeloid leukemia (AML). This study aimed to identify genes and molecular processes downstream of MLL-AF9 (alias MLL-MLLT3) which could assist to develop new targeted therapies for such leukemia with unfavorable prognosis.

**Methods:**

In the AML cell line THP1 which harbors this t(9;11) translocation, endogenous *MLL-AF9* was silenced via siRNA while ensuring specificity of the knockdown and its efficiency on functional protein level.

**Results:**

The differential gene expression profile was validated for leukemia-association by gene set enrichment analysis of published gene sets from patient studies and *MLL-AF9* overexpression studies and revealed 425 differentially expressed genes. Gene ontology analysis was consistent with a more differentiated state of MLL-AF9 depleted cells, with involvement of a wide range of downstream transcriptional regulators and with defined functional processes such as ribosomal biogenesis, chaperone binding, calcium homeostasis and estrogen response. We prioritized 41 gene products as candidate targets including several novel and potentially druggable effectors of MLL-AF9 (AHR, ATP2B2, DRD5, HIPK2, PARP8, ROR2 and TAS1R3). Applying the antagonist SCH39166 against the dopamine receptor DRD5 resulted in reduced leukemic cell characteristics of THP1 cells.

**Conclusion:**

Besides potential new therapeutic targets, the described transcription profile shaped by MLL-AF9 provides an information source into the molecular processes altered in *MLL* aberrant leukemia.

## Background

The *MLL* gene has been found translocated to over 50 different partner genes in acute leukemia. Certain partner genes are associated with distinct leukemia subtypes, e.g. *MLL-AF4* with pro B acute lymphoblastic leukemia (ALL) and *MLL-AF9*, -*AF6* and -*AF10* with acute myeloid leukemia (AML) of M4 and M5 subtypes (French–American–British classification) [1]. *MLL-AF9* (alias *MLL-MLLT3*) results from the translocation t(9;11)(p22;q23) and is sufficient to initiate acute leukemia in murine models with potential secondary mutations being rapidly acquired [2,3]. MLL and AF9 wildtype proteins play essential roles in embryogenesis and hematopoiesis [4-6] and are parts of protein complexes leading to transcriptional initiation (MLL) and elongation (AF9) of target genes [7,8]. The fusion protein MLL-AF9 is believed to combine these properties, leading to increased activation of target genes via transcriptional initiation and elongation. *MLL-AF9* is the most frequent fusion gene in infant AML and especially associated with monoblastic AML (M5) [9,10]. New targeted therapies are needed for this type of leukemia with poor prognosis.

Novel therapeutic strategies which aim to intervene with DNA binding of MLL directly or with the assembly of MLL fusion protein with elongation complexes have been discussed [7]. However, drug targeting of protein-protein or protein-DNA interactions is difficult as can be seen by the fact that they are not frequently targeted by approved drugs [11]. An additional concern is that the wildtype functions of the involved proteins would be abrogated as well, leading to toxicity [7].

For these reasons, we specifically explored downstream effects of MLL-AF9 in order to identify new alternative drug targets for *MLL-AF9* positive AML. Some previous studies have analyzed targets of MLL-AF9 in *in vivo* mouse models [3,12,13] or through lentiviral *MLL-AF9* transduction [14]. *MLL-AF9* expression and the associated leukemogenic potential is significantly higher after retroviral transduction as compared to Mll-AF9 knockin and impacts biologic properties like myeloid colony formation and long term self-renewal capacity [3]. We thus altered the endogenous level of MLL-AF9 through specific and efficient siRNA knockdown in the human monoblastic cell line THP1 and studied the downstream effects. The comprehensive gene expression profile after MLL-AF9 depletion suggested several cellular processes and 41 genes as likely mediators of MLL-AF9 leukemogenic effects. Among those, seven gene products were selected as candidate drug targets. Functional relevance of one of these, the dopamine receptor DRD5, was confirmed as an antagonist resulted in reduced leukemic cell characteristics of THP1 cells.

## Results

### Specific siRNA knockdown of *MLL-AF9*

To specifically target *MLL-AF9* without disturbing *MLL* and *AF9* wildtype expression levels, siRNAs were designed to target the THP1 specific fusion point of *MLL-AF9* transcript (Figure 1A). Off-target effects were controlled by utilizing two different *MLL-AF9* specific as well as two different non-targeting control siRNAs. An experimental setup with prolonged knockdown of *MLL-AF9* (over 8 days) was chosen, because (1) the half-life of MLL-AF9 protein is unknown and (2) MLL-AF9 is believed to lead to changes in the expression of target genes via epigenetic mechanisms [7,8] whose reversal may take a long time [15] thus leading to a delayed effect on transcriptional level.

**Figure 1:**
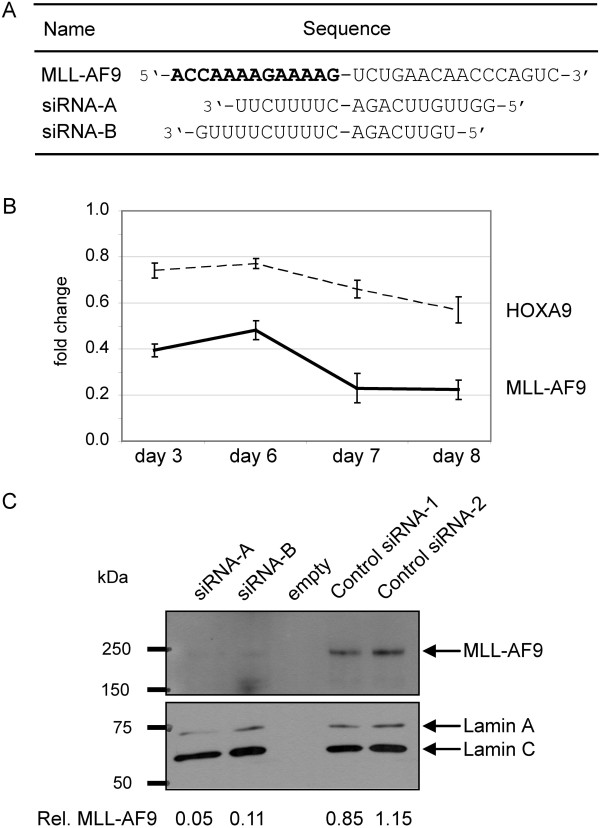
**SiRNA knockdown of MLL-AF9 in THP1 cells. (A)** Alignments of siRNAs to MLL-AF9 mRNA. Bold sequence represents the MLL part of the fusion transcript. **(B)** Confirmation of MLL-AF9 knockdown via RT-qPCR. Mean relative *MLL-AF9* and *HOXA9* transcript levels of knockdown (siRNA-A, siRNA-B) as compared to control treatments (control siRNA-1, -2) during the time course of experiments. Graph represents data from five independent experiments. Bars indicate standard deviation. **(C)** Immunoblot of MLL-AF9 from total protein extracted from day 8 experimental samples. Normalized MLL-AF9 levels are indicated at the bottom.

Mean transfection efficiency of THP1 cells was 93% and mean cell viability after transfection was likewise 93%. Knockdown of *MLL-AF9* reduced the transcript levels on day 8 of experiments to 22.3 ± 6% residual expression (Figure 1B). *MLL* and *AF9* wildtype transcript levels were not significantly altered.

To ensure an effective *MLL-AF9* knockdown on functional protein level, we quantified *HOXA9*: Transcription of *HOXA9* is raised by MLL-AF9 through direct interaction between MLL-AF9 protein complex and the *HOXA9* promoter [16,17]. *HOXA9* mRNA was reduced to 56.9 ± 8% residual expression on day 8 of *MLL-AF9* knockdown (Figure 1B). Additionally, immunoblotting confirmed an efficient reduction of MLL-AF9 on protein level (Figure 1C).

### Differentially expressed genes after *MLL-AF9* knockdown

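The expression profiles came from THP1 cells, a leukemia cell line that carries the MLL-AF9 fusion. The cells were transfected with 50 nM siRNA on days 0, 3 and 6 and harvested on day 8. Knockdown treatments were siRNA-A and siRNA-B, and control treatments were control siRNA-1 and control siRNA-2. Each array held pooled RNA of 5 independent experiments, so that 2 knockdown arrays were compared with 2 control arrays. All 4 single-colour Agilent arrays sat on 1 slide, with siRNA-B at position 1, siRNA-A at position 2 and the controls at positions 3 and 4, so that treatment and position on the slide cannot be told apart. The authors deposited an intensity and a quality weight per spot, without background correction and without normalization between arrays. The deposited intensity equalled the median pixel signal in 100% of spots. Of 43118 spots other than control spots, 33323, on 26219 probes, had a weight above 0 on every array and were analysed on the log2 scale. The rest had a weight of 0 on every array and were well above background on no array. Of the analysed spots, 726 had a weight of 0.5 on at least 1 array, and the scanner software had marked these as outliers. The median log2 intensity was 8.56 and 8.62 in the siRNA-A and siRNA-B arrays and 8.58 and 8.65 in the control siRNA-1 and control siRNA-2 arrays. The share of spots well above background was 71.2% and 70.0% in the knockdown arrays and 74.3% in either control array. Differential expression was computed with limma, with the deposited weights. A spot was called at an unadjusted p under 0.005 in limma and, for probes printed on several spots, a p under 0.05 in a test of the log2 fold changes of the identical spots against 0. Single genes are reported on the mean of the identical spots of a probe and called at the same unadjusted p, with the Benjamini-Hochberg adjusted p over all probes beside it. The number of arrays limits the precision: the smallest two-sided exact permutation p of 2 arrays against 2 is 0.333, and limma reaches smaller p by sharing information on the variance between probes. Probe positions refer to the human genome build hg19.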

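Between knockdown and control treatments, 504 spots on 401 probes with 376 gene names passed both criteria, 250 of them higher and 254 lower after knockdown. Of these spots, 482 were among those that the paper lists in Additional file 1. Every listed spot changed in the listed direction, and the largest unadjusted p among them was 0.00757 in limma. A log2 fold change of at least 1 in either direction was reached by 42 spots with 29 gene names, 14 higher and 15 lower. On probe means, 31 probes with 27 gene names had an adjusted p under 0.05 in limma, 17 higher and 14 lower, and 9 of them detected MHC class II transcripts. For all of these probes both knockdown arrays lay beyond both control arrays, which held for 36.6% of all probes, where chance gives 33.3%. Among the strongest reductions of probes with a gene symbol were hCG_1659830 (log2 fold change -2.19, standard error 0.30, adjusted p = 0.0463 in limma), LRRC2 (-1.43, standard error 0.19, adjusted p = 0.0405), LHX9 (-1.34, standard error 0.11, adjusted p = 0.0219) and LOC100129722 (-1.32, standard error 0.14, adjusted p = 0.0240). The call of hCG_1659830 was lost without siRNA-B (-1.74), without control siRNA-2 (-1.82) and with the scaled background-subtracted signal (-2.83), and that of LRRC2 without siRNA-A (-1.45) and without siRNA-B (-1.41). LRRC2 changed by -2.41 with the scaled and -2.44 with the unscaled background-subtracted signal. LOC139431 was well above background in both knockdown arrays and in neither control array and had a log2 fold change of 1.66 (standard error 0.47). Its spot passed both criteria, but on the variance of the probe means it was not called (adjusted p = 0.414 in limma), and its log2 intensity was 7.59 in the siRNA-A array and 5.69 in the siRNA-B array, with a log2 fold change of 0.71 without siRNA-A and 2.62 without siRNA-B, and a call in both. With the background-subtracted signal it was 3.90 scaled and 3.87 unscaled. The number of spots moved most with an adjusted p under 0.05 in limma in place of both criteria, to 51. Without any 1 array fewer spots passed both criteria, but such fits have less power. The prior degrees of freedom in limma were 8.00 with all arrays, 2.56 without either knockdown array and 3.11 without either control array. Without a control array the variance rests on the knockdown arrays alone, which differed more (SD of log2 differences 0.24, against 0.18 between controls). A call lost without 1 array at a like log2 fold change is thus weak evidence against a change. Scaling the background-subtracted signal to its 75th percentile gave 294 spots, 114 higher and 180 lower. Quantile normalization, cyclic loess normalization, background correction with quantile normalization, the background-subtracted signal with or without scaling, a fit without spot weights and the omission of any 1 array each left 0 probes with an adjusted p under 0.05 in limma, with 795 to 2638 probes at an unadjusted p under 0.05. The effects of the siRNAs, each against another control array, correlated across 26219 probes with a Pearson r of 0.185 (siRNA-A against control siRNA-1, siRNA-B against control siRNA-2) and of 0.224 with the controls exchanged. Spearman's rho was 0.151 and 0.209. These correlations are across probes, which are not independent replicates.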

The prolonged knockdown of *MLL-AF9* in THP1 cells yielded 571 probes representing transcripts of 425 genes as differentially expressed between knockdown and control treatments (Additional file 1, includes all accession numbers). Gene expression profiling data have been deposited in NCBI’s Gene Expression Omnibus (GEO) [18] and are available under the accession number GSE36592.

A number of previously defined criteria [19] supported the high quality of our gene expression data. These included the presence of important marker genes as expected for the study (i.e. probes detecting *MLL-AF9* and transcripts of the *HOXA* cluster), a reasonable number of differentially expressed genes which were enriched in certain biological processes as well as a significant correlation between microarray and RT-qPCR data of independent experiments (*p* 0.004, Spearman’s *Rho* 0.72).

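MLL and MLLT3, the gene of AF9, were each detected by probes for the single genes. The MLLT3 probe A_23_P216693, on chromosome 9 at 20346480 to 20346539, had a mean log2 intensity of 6.85 ± 0.035 (SD, n = 2 arrays) after knockdown and 7.60 ± 0.018 (SD, n = 2) in controls. Its log2 fold change was -0.76 (standard error 0.11, adjusted p = 0.0639 in limma). The MLLT3 probe A_24_P192627, on chromosome 9 at 20345191 to 20345250, had a log2 fold change of -0.63 (standard error 0.12, adjusted p = 0.182 in limma). Both were called, the former also under each of 12 alternative settings. The latter lost its call without siRNA-A (-0.58), siRNA-B (-0.69), control siRNA-1 (-0.74) or control siRNA-2 (-0.52), and with the background-subtracted signal, unscaled (-0.86) or scaled (-0.83). No MLL probe was called. The MLL probe A_33_P3390570, on chromosome 11 at 118348856 to 118348915, had a log2 fold change of -0.41 (standard error 0.11, adjusted p = 0.403 in limma), and both knockdown arrays lay below both control arrays. It was called after quantile normalization (-0.38), cyclic loess normalization (-0.38) and background correction with quantile normalization (-0.40), and among probes well above background (-0.41). The MLL probes at higher coordinates, A_24_P136402 from 118361998, A_33_P3390576 from 118362577 and A_33_P3307307 from 118395871, changed by -0.085, 0.048 and -0.027. In these probes the knockdown and control arrays overlapped, and each changed sign under at least 1 alternative setting. Of these, A_24_P136402 was well above background on 1 knockdown array and 2 control arrays, so its change is uncertain.

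**Figure D1:**
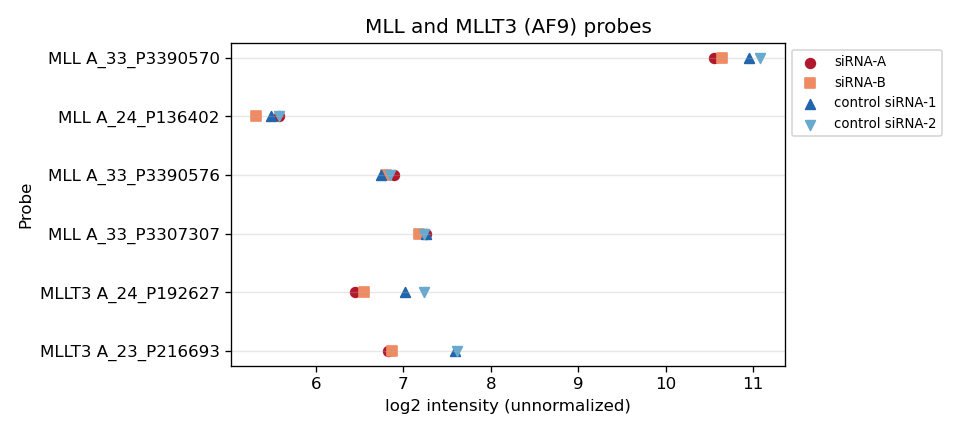
Log2 intensity of the probes for MLL and MLLT3 on each array (siRNA-A, siRNA-B, control siRNA-1 and control siRNA-2). Both MLLT3 probes and the MLL probe A_33_P3390570 were lower in both knockdown arrays than in both control arrays, and the other MLL probes overlapped.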

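Of 9 genes of the HOXA cluster with a probe in the comparison, 9 were lower and 0 higher after knockdown, while HOXA5 was higher after quantile normalization (0.0010), without siRNA-A (0.28) and without control siRNA-1 (0.018). Their median log2 fold change was -0.13 relative to all 17934 genes with a symbol (limma's camera with a preset inter-gene correlation of 0.01, p = 1.24e-04, Benjamini-Hochberg adjusted p = 2.89e-04 over 7 gene lists). By fry the p was 0.0665, and with an estimated inter-gene correlation it was 0.102. After cyclic loess normalization, a combination chosen after seeing the data, these p were 0.0291 and 0.0489, and adjusted over the same lists 0.137 and 0.342. The alternative that moved the median most was the scaled background-subtracted signal, to -0.29, and it was -0.23 without siRNA-B and -0.21 without control siRNA-2. HOXA9, on chromosome 7 at 27202588 to 27202647, had a log2 fold change of -0.56 (standard error 0.14, adjusted p = 0.294 in limma) on the probe of Additional file 1 and -0.29 on the other. The call of HOXA9 was lost without siRNA-A (-0.39), without control siRNA-1 (-0.58), without control siRNA-2 (-0.55) and with the background-subtracted signal, unscaled (-0.60) or scaled (-0.57). HOXA11 was called as well, with a log2 fold change of -0.50 (standard error 0.11, adjusted p = 0.232 in limma), and lost its call without any 1 of the arrays (-0.51 to -0.48) and with the background-subtracted signal, unscaled (-0.51) or scaled (-0.48). Of the cluster, 3 genes had an adjusted p under 0.05 when adjusted over the list alone and 0 over all probes in limma, where 4 had an unadjusted p under 0.05. The paper names the cluster as a marker on these same arrays, so its tests are not independent evidence.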

We further validated our entire expression data set for concordance with known gene regulatory effects of MLL-AF9 via gene set enrichment analysis (GSEA). We detected significant enrichments of direct MLL-AF9 targets identified in a mouse model [13] (Figure 2A) and of genes downstream of MLL-AF9 identified in transduced primary human cells [14] (Additional file 2). In the latter, we observed a stronger enrichment of gene sets generated from human neonatal CD34+ cells as compared to adult CD34+ cells.

**Figure 2:**
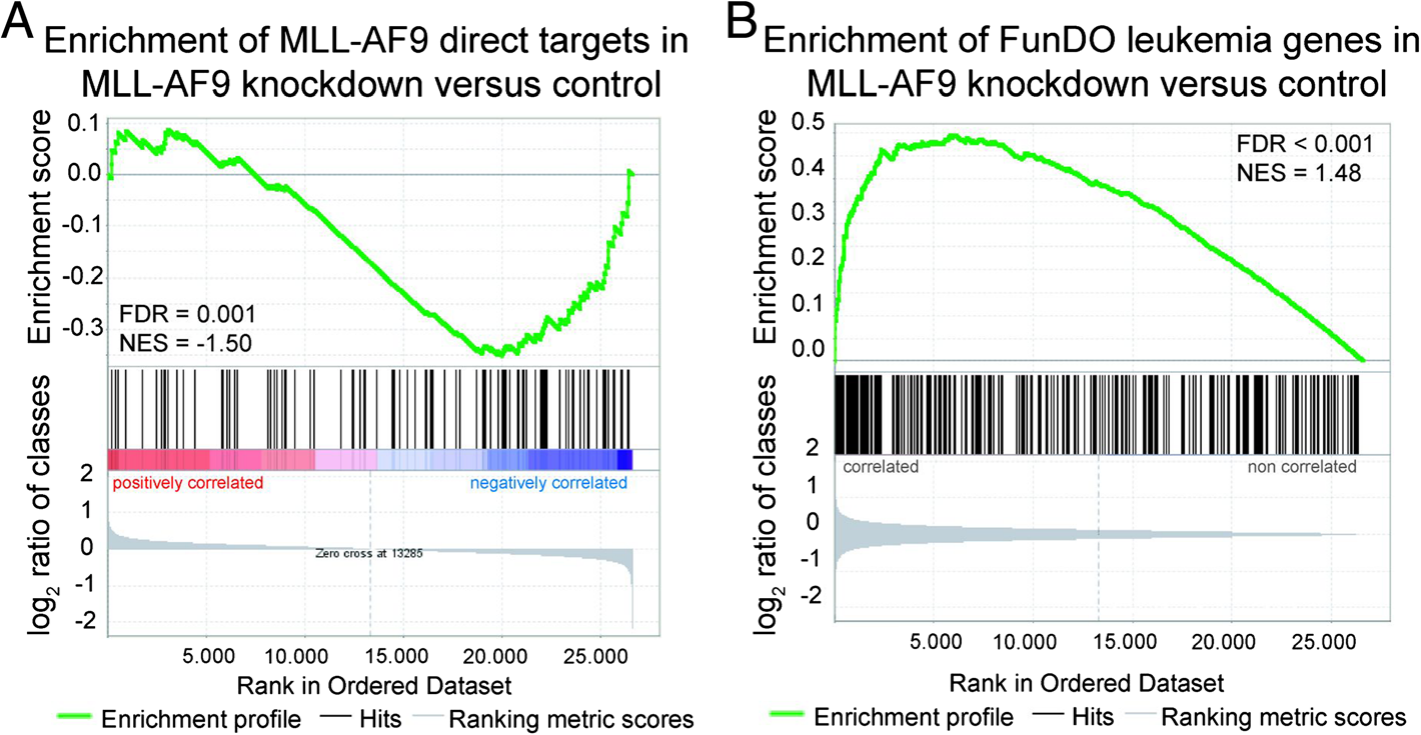
**Gene set enrichment plots for our gene expression profile after knockdown of *MLL-AF9 *in THP1 cells. (A)** Gene set enrichment plot of direct MLL-AF9 targets previously detected by Bernt et al. [13] in a mouse model. **(B)** Gene set enrichment plot of the leukemia gene set defined by FunDO. Because MLL-AF9 acts as a transcriptional activator, enrichment of direct targets was analyzed for the set of up- or down-regulated genes **(A)**, while the gene set altered in leukemia was analyzed for deregulated genes in general **(B)**. FDR, false discovery rate q-value; NES, normalized enrichment score.

### Genes differentially expressed after *MLL-AF9* knockdown are associated with leukemia

The functional disease ontology database (FunDO) contains curated preexisting evidence on genes associated with disease entities. Applying FunDO analysis on our set of 425 differentially expressed genes, *Leukemia* was the most significant disease term associated with MLL-AF9 depletion (fold enrichment (FE) = 7.7; Bonferroni corrected *p*-value = 9.7 × 10^-11^). GSEA, which takes into account the entire gene expression profile without employing a significance cutoff value, confirmed the leukemia gene set predefined by FunDO as being significantly enriched (Figure 2B).

We further asked if our differential gene expression profile after *MLL-AF9* knockdown in THP1 cells is in agreement with preexisting knowledge from *in vivo* studies. Using GSEA, we found accordance (FDR *q*-value < 0.05) to *MLL*-aberrant and myeloid leukemia patient studies [1,20-23] (Table 1 and Additional file 3: Figure S1).

**Table 1:** **Gene set enrichment analysis of leukemia patient studies for our *MLL-AF9 *** **knockdown gene expression dataset**

**Patient study gene sets**	**Reference**	**FDR q-value**	**NES**
Top-100 gene set of *MLL* AML	Kohlmann et al. [1]	0.008	1.48
Top-100 gene set of *MLL* leukemia irrespective of lineage	Kohlmann et al. [1]	0.020	1.40
Top-100 probe set of pediatric *MLL* AML	Ross et al. [20]	0.022	1.38
Downregulated in *MLL* AML	Rozovskaia et al. [21]	0.005	1.69
Gene cluster 1 and 16 of 11q23 abnormal AML	Valk et al. [22]	0.030	1.34
CML-BP versus CML-CP	Zheng et al. [23]	<0.001	1.96
Downregulated in CML-BP versus CML-CP	Zheng et al. [23]	<0.001	2.08

Corresponding gene set enrichment plots are displayed in Additional file 3: Figure S1. *MLL* AML, *MLL* aberrant acute myeloid leukemia; CML-BP, chronic myeloid leukemia blastic phase; CML-CP, chronic myeloid leukemia chronic phase; FDR, false discovery rate; NES, normalized enrichment score.

### MLL-AF9 regulated genes are involved in defined cellular processes

Functional bioinformatic analysis via DAVID resulted in 31 enriched gene ontology annotation terms with potential biological relevance (Figure 3, Additional file 4). These terms were selected out of 312 significantly enriched annotations (Additional file 4) by omitting related and redundant terms and by evaluating their biological relevance as recommended [19]. To structure the results, the enriched annotation terms were manually assorted to functional higher-order terms according to their major role in the biological setting under investigation (Figure 3 and details in Additional file 3: Table S1).

**Figure 3:**
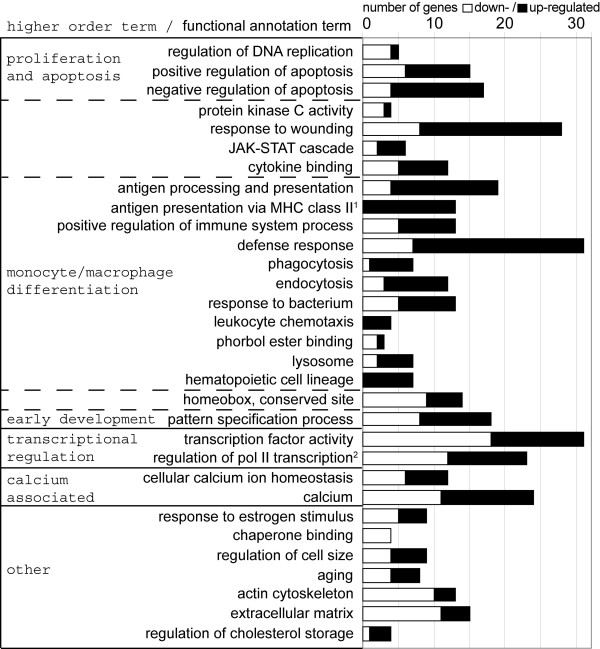
***MLL-AF9 *knockdown associated enriched functional gene annotations identified via DAVID.** Enriched annotation terms (fold enrichment (FE) ≥ 1.5 and *p* < 0.1) were manually assorted to six higher-order terms according to the major role of the process in the biological setting under investigation. Annotation terms assigned to two higher-order terms are indicated by dotted division lines between these two. Annotation terms which could not be assigned to one of the five specific higher-order terms are depicted under the term “other”. Some annotations were abbreviated as indicated by superscript numbers: ^1^Antigen processing and presentation of peptide or polysaccharide antigen via MHC class II, ^2^Regulation of transcription from RNA polymerase II promoter. Columns show proportion of down- (white) and up-regulated (black) genes after *MLL-AF9* knockdown in THP1 cells. All differentially expressed genes contained in each functional annotation term are given in Additional file 4 together with the term identifier, FE and *p* value of the terms.

The higher-order term *proliferation and apoptosis* contained 7 annotation-terms and suggested influence of MLL-AF9 on cell replication (*regulation of DNA replication*), proliferation (*JAK-STAT cascade*, *response to wounding, cytokine binding*) and apoptosis (*regulation of apoptosis*, *protein kinase C activity*). 

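The genes CALR, NPM2, POT1, STRA8, MEF2C, SOCS2 and SOX4 were all lower in both knockdown arrays than in both control arrays. The log2 fold change was -1.07 for SOCS2 (standard error 0.18, adjusted p = 0.129 in limma), -0.94 for POT1 (standard error 0.13, adjusted p = 0.0453), -0.84 for SOX4 (standard error 0.15, adjusted p = 0.133) and -0.51 for CALR (standard error 0.11, adjusted p = 0.226). STRA8 changed by -0.54 (standard error 0.14, adjusted p = 0.365), MEF2C by -0.60 (standard error 0.17, adjusted p = 0.414) and NPM2 by -0.41 (standard error 0.11, adjusted p = 0.382). MEF2C and NPM2 were not called. The other NPM2 probe changed by -0.096, with overlapping knockdown and control arrays. Without siRNA-A, STRA8 changed by -0.35 and MEF2C by -0.34, and without siRNA-B MEF2C was called (-0.87). CALR was called in 5 of 12 alternative settings and changed by -0.22 after background correction with quantile normalization and by -0.31 with the scaled and -0.34 with the unscaled background-subtracted signal. CEBPB, DUSP1, HIPK2, LCK, NOTCH2, PRKCE, TGFBR1, TRIO and VDR were all higher in both knockdown arrays than in both control arrays, by 0.33 (CEBPB) to 0.59 (PRKCE) on the log2 scale. Of these 9 genes 7 were called. Over all probes 0 of them had an adjusted p under 0.05 in limma, and 9 had an unadjusted p under 0.05. CEBPB (adjusted p = 0.515) and DUSP1 (0.43, adjusted p = 0.490) were measured by probes on 10 identical spots each and were not called in limma on the mean of the spots. DUSP1 was called without siRNA-A (0.61) and rose by 0.24 without siRNA-B, and by 0.68 with the scaled and 0.65 with the unscaled background-subtracted signal. The other LCK probe was well above background on 0 knockdown arrays and 1 control array, so its change is not read. The other probe of NOTCH2 rose by 0.14 with overlapping arrays, that of HIPK2 by 0.25 and that of TRIO by 0.51. In the list of lower genes 1 had an adjusted p under 0.05 over all probes. All 7 lower and all 9 higher genes had an adjusted p under 0.05 when adjusted over the list alone, which is not independent evidence, since they were selected on these arrays. Every direction was kept under the 12 alternative settings. Of the 5 called lower genes 3 stayed called without siRNA-B, 1 without siRNA-A, 1 without control siRNA-1, 1 without control siRNA-2, 1 with the scaled and 2 with the unscaled background-subtracted signal and 3 after background correction with quantile normalization. Of the 7 called higher genes 1 stayed called without siRNA-B, 0 without any other array, 2 with the scaled and 1 with the unscaled background-subtracted signal.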

Several genes involved in replication or anti-apoptotic processes were down-regulated (*CALR*, *NPM2*, *POT1*, *STRA8* and *MEF2C, SOCS2*, *SOX4* respectively) while several genes encoding pro-apoptotic regulators were up-regulated (*CEBPB*, *DUSP1*, *HIPK2*, *LCK*, *NOTCH2*, *PRKCE*, *TGFBR1*, *TRIO*, *VDR*).

The higher-order term *monocyte/macrophage differentiation* included 16 annotation terms that encompassed fundamental functions of monocytes and macrophages like *antigen processing and presentation of peptide or polysaccharide antigen via MHC class II*, *phagocytosis* and marker of the *hematopoietic cell lineage*. Additionally, we observed a raised expression of the monocytic maturation marker *CD14*, *CEBPB*, *EGR2*, *FOS*, *MAFB*, *MNDA* and *MHC class II* as well as a reduced expression of markers of immature cells of the monocytic lineage (*ELANE* and *CTSG*) [24-27].

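CD14, on chromosome 5 at 140011318 to 140011377, had a log2 fold change of 1.05 (standard error 0.13, adjusted p = 0.0355 in limma). On the log2 scale, FOS rose by 0.88 (standard error 0.17, adjusted p = 0.182 in limma), EGR2 by 0.81 (standard error 0.17, adjusted p = 0.229) and MNDA by 0.44 (standard error 0.12, adjusted p = 0.401). ELANE changed by -0.47 (standard error 0.11, adjusted p = 0.277) and CTSG by -0.43 (standard error 0.12, adjusted p = 0.414). MNDA and CTSG were not called. In all these genes both knockdown arrays lay beyond both control arrays, and every direction was kept under the 12 alternative settings. CD14 was called in 11 of them, the exception being the comparison without control siRNA-2 (1.03). Of CD14, EGR2 and FOS, 2 stayed called without siRNA-A, 1 without any other array and 1 with the background-subtracted signal, scaled or not. EGR2 rose by 0.54 without control siRNA-1 and by 1.09 without control siRNA-2. ELANE lost its call without any 1 of the arrays (-0.51 to -0.43), after quantile (-0.38) or cyclic loess normalization (-0.37) and with the background-subtracted signal, unscaled (-0.41) or scaled (-0.38). Adjusted over the list alone, CD14, CEBPB, EGR2, FOS and MNDA and both markers of immature cells had an adjusted p under 0.05, which is not independent evidence for genes selected on these arrays. Over all probes, 1 of these maturation markers and 0 markers of immature cells had one in limma, with 5 and 2 at an unadjusted p under 0.05.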

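The annotation terms transcription factor activity and regulation of transcription from RNA polymerase II promoter of Additional file 4 together held 39 genes, of which 16 were higher and 23 lower after knockdown and 26 were called. The former term comprised 31 genes, 13 higher and 18 lower, and the latter 23 genes, 11 higher and 12 lower. Over the 31 terms of Figure 3, 19 had more genes higher than lower, 10 had more genes lower than higher and 2 had as many of either. The number of terms with more genes higher was 19 under each of the 12 alternative settings as well. The genes of all these terms were selected on these same arrays, so their calls and kept directions are not independent evidence.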

A high number of transcriptional regulators (38 genes) were affected by MLL-AF9 depletion. Several (i.e. *CEBPB*, *FOS* and *FOSB*) were also described to be deregulated in the transition of CML blastic phase to an acute leukemia [23].

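FOSB had a mean log2 intensity of 7.76 ± 0.31 (SD, n = 2 arrays) after knockdown and 6.71 ± 0.12 (SD, n = 2) in controls. Its log2 fold change was 1.05 (standard error 0.16, adjusted p = 0.0708 in limma). The call of FOSB was lost without control siRNA-1 (1.13), without control siRNA-2 (0.97) and with the scaled background-subtracted signal (1.21).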

Calcium associated genes as well as genes involved in *response to estrogen stimulus* were strongly enriched after MLL-AF9 depletion, implying an influence of MLL-AF9 on calcium ion homeostasis and estrogen response effects. 

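The term calcium comprised 24 genes, 13 higher and 11 lower after knockdown, of which 17 were called. Of 12 genes in cellular calcium ion homeostasis 6 were higher and 6 lower, and 9 were called. Of 9 genes in response to estrogen stimulus 4 were higher and 5 lower, and 7 were called.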

The enriched annotation *chaperone binding* contains proteins which interact selectively and non-covalently with a chaperone protein and encompassed four down-regulated genes in our data set. 

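The 4 genes of this annotation were CALR, DNAJC1, HSCB and the transcript of the probe A_24_P307384, of which 4 were lower after knockdown and 3 were called. The log2 fold change in limma was -0.63 (standard error 0.11, adjusted p = 0.141) for DNAJC1, -0.58 (standard error 0.12, adjusted p = 0.229) for HSCB and -0.60 (standard error 0.17, adjusted p = 0.414) for A_24_P307384, which was not called. DNAJC1, HSCB and A_24_P307384 are not named in the text of the study and were chosen after their values were seen.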

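SGMS1 was higher after knockdown, with a log2 fold change of 0.75 (standard error 0.16, adjusted p = 0.228 in limma). EMP1 rose by 0.73 on the log2 scale (standard error 0.15, adjusted p = 0.222), NOTCH2 by 0.56 (standard error 0.11, adjusted p = 0.182) and TGFBR1 by 0.45 (standard error 0.12, adjusted p = 0.378). The other NOTCH2 probe rose by 0.14, with overlapping knockdown and control arrays. WFDC1 changed by -0.59 (standard error 0.13, adjusted p = 0.226) and PLXNA3 by -0.41 (standard error 0.12, adjusted p = 0.414). LAMB2 was well above background in both knockdown arrays and in neither control array with a log2 fold change of 0.45 (standard error 0.12, adjusted p = 0.386), while its other probe changed by -0.069. LAMB2 rose by 0.29 after background correction with quantile normalization. With the background-subtracted signal LAMB2 rose by 1.36 scaled and 1.33 unscaled, and EMP1 by 1.15 and 1.12. ATP2B2 was well above background in both control arrays and in neither knockdown array with a log2 fold change of -0.69 (standard error 0.15, adjusted p = 0.228), and its call was lost without siRNA-A (-0.67), without siRNA-B (-0.71), without control siRNA-2 (-0.48), with the scaled background-subtracted signal (-1.81), with the unscaled background-subtracted signal (-1.84) and after background correction with quantile normalization (-0.42). In all 8 of these genes, 5 higher and 3 lower, both knockdown arrays lay beyond both control arrays, and the directions were kept under the 12 alternative settings. PLXNA3 and LAMB2 were not called, and 0 of the 8 genes had an adjusted p under 0.05 over all probes in limma (8 at an unadjusted p under 0.05), against 8 adjusted over the list alone, which is not independent evidence, since the genes were selected on these arrays. Of the 6 called genes 2 stayed called without siRNA-B, 1 without control siRNA-1, 0 without siRNA-A or without control siRNA-2, 2 with the scaled and 1 with the unscaled background-subtracted signal and 4 after background correction with quantile normalization.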

The enrichment of genes within the annotation *regulation of cell size* is consistent with our phenotypic findings and encompassed the genes *AR*, *ATP2B2*, *EMP1*, *LAMB2*, *NOTCH2*, *PLXNA3*, *SGMS1*, *TGFBR1* and *WFDC1*.

The higher-order term *early development* suggests downstream effects of MLL-AF9 analogous to MLL and AF9 wildtype proteins. This concerns effects on pattern specification processes, mainly via homeobox genes. 

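The annotation Homeobox, conserved site held 14 genes, 5 higher and 9 lower after knockdown, of which 11 were called. Among them, HOXC4 changed by -0.76 (standard error 0.13, adjusted p = 0.123 in limma) and PBX3 by -0.51 (standard error 0.12, adjusted p = 0.261 in limma), and the other PBX3 probe changed by -0.48. The call of HOXC4 was lost without control siRNA-1 (-0.76) and without control siRNA-2 (-0.77), and that of PBX3 without any 1 of the arrays (-0.60 to -0.42) and with the background-subtracted signal, unscaled (-0.53) or scaled (-0.50). The term pattern specification process held 18 genes, 10 higher and 8 lower, of which 12 were called.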

Other enriched annotation terms suggested an influence of MLL-AF9 on genes involved in *aging* and on genes encoding proteins of the *actin cytoskeleton* and the *extracellular matrix*.

GSEA analysis for our entire gene expression profile (which does not employ a significance cutoff value) additionally suggested effects on DNA repair, MAP kinase activity, RNA polymerase activity, splicing, ribosomal constituents and translation (Additional file 2).

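Gene lists for these processes were tested with limma's camera on 1 probe per gene, with the lists for RNA polymerase, splicing and translation chosen after seeing the data. The median log2 fold change relative to all genes was -0.032 for 28 RNA polymerase subunit genes (adjusted p = 0.0875 over 14 gene lists), -0.032 for 33 spliceosome genes (adjusted p = 0.140) and -0.035 for 46 translation initiation factor genes (adjusted p = 0.102). After cyclic loess normalization these medians were -0.019, -0.0073 and -0.013, and background correction with quantile normalization turned the last to 0.014. Without spot weights the medians were -0.053, -0.052 and -0.048 (adjusted p = 0.0189, 0.0314 and 0.0263), and without control siRNA-1 -0.066, -0.072 and -0.051 (adjusted p = 0.0285, 0.0379 and 0.0285). The median of the translation list was -0.068 without siRNA-B (adjusted p = 0.0140) and -0.0087 without control siRNA-2, and that of the RNA polymerase list -0.059 without siRNA-A. Over all alternatives the adjusted p ran from 0.0189 to 0.493 for RNA polymerase, 0.0314 to 0.770 for spliceosome and 0.0140 to 0.903 for translation genes. Of 18 taste receptor genes, a further term of Additional file 2, 9 were higher and 9 lower after knockdown. Their median log2 fold change relative to all genes was 0.016 and their mean -0.088, and camera (adjusted p = 0.876) and fry (adjusted p = 0.103 over 7 gene lists, unadjusted 0.0296) both pointed toward lower expression. After cyclic loess normalization, a combination chosen after seeing the data, the unadjusted fry p was 0.304. The sign of the taste receptor median changed after quantile normalization (-0.0021), cyclic loess normalization (-0.0059), background correction with quantile normalization (-0.014) and with the background-subtracted signal, unscaled (-0.074) or scaled (-0.074), and without siRNA-A (-0.015). DNA repair and MAP kinase genes were not analysed here.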

We further asked which of the functional processes influenced by MLL-AF9 are due to direct effects of MLL-AF9. For this purpose, we performed a gene ontology enrichment analysis (DAVID) for previously published direct targets of MLL-AF9 derived from a mouse model [13] (Additional file 4) and compared the results to our gene ontology data. The overlap between the data sets suggests that transcriptional regulators such as those involved in early development (homeodomain genes) are mainly direct MLL-AF9 targets. On the other hand, the majority of processes we identified as affected by MLL-AF9 depletion (like apoptosis, calcium and estrogen related genes and monocyte/macrophage differentiation) are likely governed by indirect effects of MLL-AF9.

### *MLL-AF9* knockdown is associated with reduced cell size

We did not observe effects of MLL-AF9 depletion on proliferation, cell cycle distribution and apoptosis rate of THP1 cells (Additional file 3: Figure S2). However, we consistently detected a significant reduction of 0.2 μm in mean cell diameter between *MLL-AF9* knockdown and control treatments (Figure 4A). MLL-AF9 specific reduction in cell size was evident under serum reduced conditions and prolonged *MLL-AF9* knockdown but not in the presence of 10% FCS (up to day 8) or upon a shorter time frame (up to day 3).

**Figure 4:**
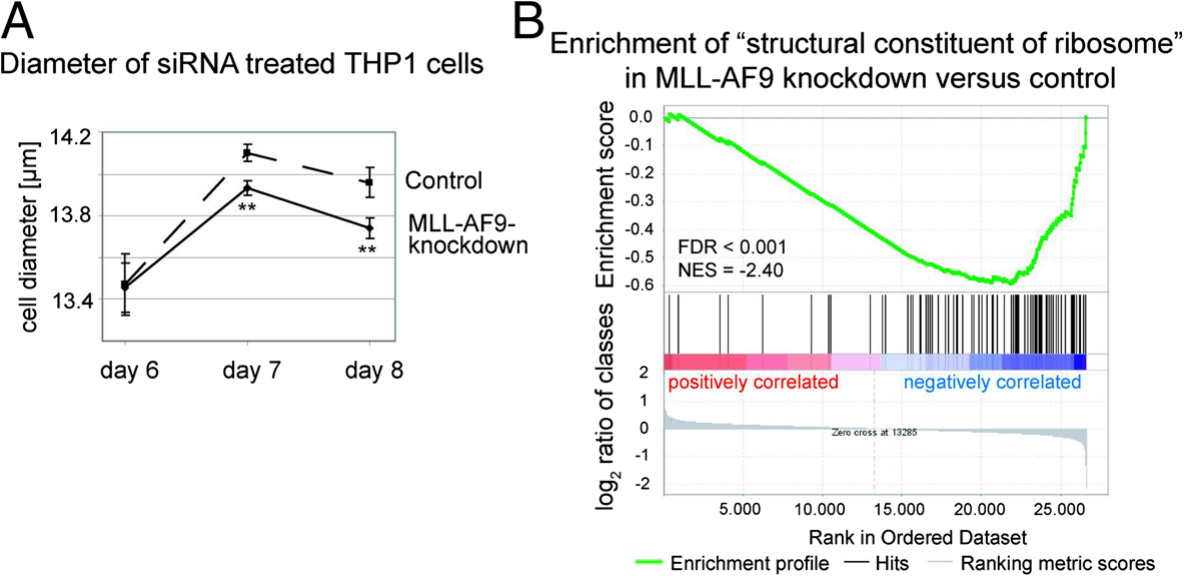
**Effects of *MLL-AF9 *knockdown in THP1 cells related to cell size. (A)** Mean cell diameter between *MLL-AF9* knockdown and non-targeting siRNA control cells was significantly altered on day 7 and 8 of experiments. Graph represents data from five independent experiments. Bars indicate standard deviation. **p < 0.005. **(B)** Gene set enrichment plot of genes from the gene ontology term “structural constituent of ribosome” (GO:0003735) for our gene expression profile after *MLL-AF9* knockdown in THP1 cells. FDR, false discovery rate; NES, normalized enrichment score.

Cell size has previously been described to be closely linked to ribosomal biogenesis [28]. 

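A list of 161 ribosomal protein genes, 86 of cytoplasmic and 75 of mitochondrial ribosomes, was tested on 1 probe per gene. After knockdown 135 were lower and 26 higher, with a median log2 fold change of -0.076 relative to all genes (limma's camera with preset correlation, p = 4.96e-06, adjusted p = 1.73e-05). By fry the p was 0.171, and with an estimated inter-gene correlation it was 0.374. The list was taken from the paper's result on these same arrays, so these p are not independent evidence. The alternative that moved the median most was background correction with quantile normalization, to -0.018. After cyclic loess normalization it was -0.026, with 94 genes lower and 67 higher, and after quantile normalization -0.022. Under these 3 normalizations camera did not call the list, and over the 12 alternative settings the adjusted p ranged from 5.08e-08 to 0.457. The mean log2 intensity of the ribosomal protein genes was 14.8, against 9.07 over all genes. Among 10000 lists of genes matched on mean intensity, their median lay at percentile 9.08.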

GSEA indeed revealed genes encoding structural constituents of ribosomes to be significantly enriched in down-regulated genes after *MLL-AF9* knockdown in THP1 cells (Figure 4B). The core enrichment gene set was represented by 42 ribosomal proteins of small and large subunits of both, cytoplasmic and mitochondrial ribosomes.

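Of the genes of cytoplasmic ribosomes 73 were lower and 13 higher after knockdown, and of those of mitochondrial ribosomes 62 were lower and 13 higher. The median log2 fold change relative to all genes was -0.078 for cytoplasmic ribosomes (adjusted p = 2.43e-05 over 14 gene lists in limma's camera) and -0.072 for mitochondrial ribosomes (adjusted p = 0.00346). After cyclic loess normalization the median for cytoplasmic ribosomes changed sign, to 0.0090 (adjusted p = 0.679, range over the alternatives 1.60e-07 to 0.951), as it did after quantile normalization (0.0034) and background correction with quantile normalization (0.0072). That for mitochondrial ribosomes was -0.048 after cyclic loess normalization (adjusted p = 0.0747, range over the alternatives 1.10e-04 to 0.0787), -0.044 without siRNA-A and -0.12 without siRNA-B. The cytoplasmic median was -0.049 without control siRNA-1. Of all 161 ribosomal protein genes, 2 were called individually, 14 had an unadjusted p under 0.05 in limma and 0 an adjusted p under 0.05 over all probes. When adjusted over the list alone, 0 had one.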

### Target genes likely mediating MLL-AF9 leukemogenic effects

Among the 425 differentially expressed genes, 41 candidates for mediation of MLL-AF9 leukemogenic effects were prioritized by a stepwise approach (Figure 5). Selected were (1) genes with strongest differential expression (≥ ± 1.0 log_2_ fold change (log_2_FC)), (2) leukemia associated genes defined by functional disease ontology (FunDO), (3) the strongest regulated (≥ 1.0 log_2_FC and further top 5) genes of each higher-order term from functional gene annotation results and (4) genes that showed concordant differential expression between our *in vitro* data and published leukemia patient studies. Due to overlapping hits, this added up to 70 genes which were subsequently subjected to literature research and rated via a structured strategy (Additional file 3: Table S2). This approach resulted in 41 genes being rated as likely mediators of leukemogenic effects of MLL-AF9 (Figure 6).

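Of the 41 genes in Figure 6, 21 were higher and 20 lower after knockdown, and in all of them both knockdown arrays lay beyond both control arrays. Called were 36, of which 9 had an adjusted p under 0.05 in limma. All 41 had one when adjusted over the list alone, which is not independent evidence, since the genes were chosen on these arrays. MEF2C, CEBPB, ITGAL, ITGAX and S100A12 were not called. ITGAL rose by 0.57 (standard error 0.16, adjusted p = 0.405 in limma) and ITGAX by 0.62 (standard error 0.18, adjusted p = 0.424). ITGAL rose by 0.33 without siRNA-A and was called without siRNA-B (0.81), and ITGAX rose by 0.36 without siRNA-B. Among the called genes, CCL2 rose by 1.50 (standard error 0.20, adjusted p = 0.0405) and GPNMB by 1.24 (standard error 0.13, adjusted p = 0.0240). SP9 changed by -1.19 (standard error 0.14, adjusted p = 0.0336) on the probe of Additional file 1 and by 0.29 on its other probe, and on the former by -1.89 with the scaled and -1.92 with the unscaled background-subtracted signal. ZNF521 changed by -0.73 (standard error 0.11, adjusted p = 0.0847), CGNL1 by -0.74 (standard error 0.15, adjusted p = 0.222), IKZF2 by -0.60 (standard error 0.13, adjusted p = 0.229), DEXI by -0.56 (standard error 0.11, adjusted p = 0.182) and DACH1 by -0.54 (standard error 0.13, adjusted p = 0.303). The other IKZF2 probes changed by -0.23 and -0.13, the latter well above background in neither knockdown array. The other ZNF521 probe changed by -0.71 and the other DACH1 probe by -0.60. HLA-B changed by -0.64 (standard error 0.11, adjusted p = 0.141) on the probe of Additional file 1 and by 0.31 and 0.32 on its other probes. All directions were kept under the 12 alternative settings. Of the called genes 36 stayed called after quantile normalization, 16 with the scaled and 17 with the unscaled background-subtracted signal, 12 without siRNA-A, 17 without siRNA-B, 11 without control siRNA-1 and 10 without control siRNA-2. From the strength of differential expression, an association with leukemia by FunDO, functional annotation, concordance with patient studies and a literature-based rating, the paper proposes these genes as likely mediators of the leukemogenic effects of the fusion.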

**Figure 5:**
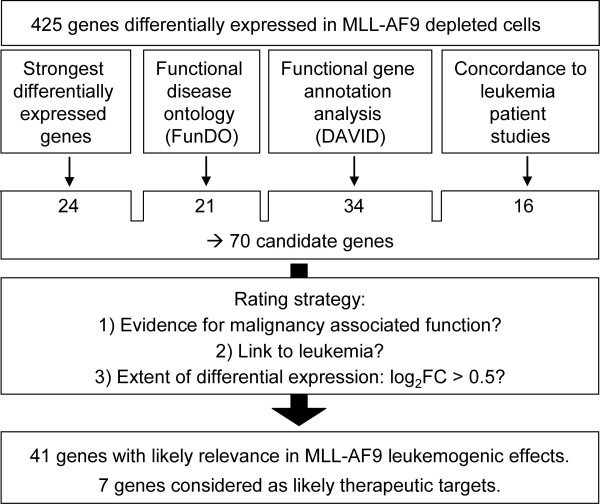
**Strategy to prioritize candidate genes concerning mediation of MLL-AF9 leukemogenic effects.** Four approaches (second line) were used to select 70 genes from the set of 425 differentially expressed genes after *MLL-AF9* knockdown in THP1 cells. Each gene’s likelihood to play a role in leukemogenesis was rated via a structured rating strategy based on data obtained through a literature search.

**Figure 6:**
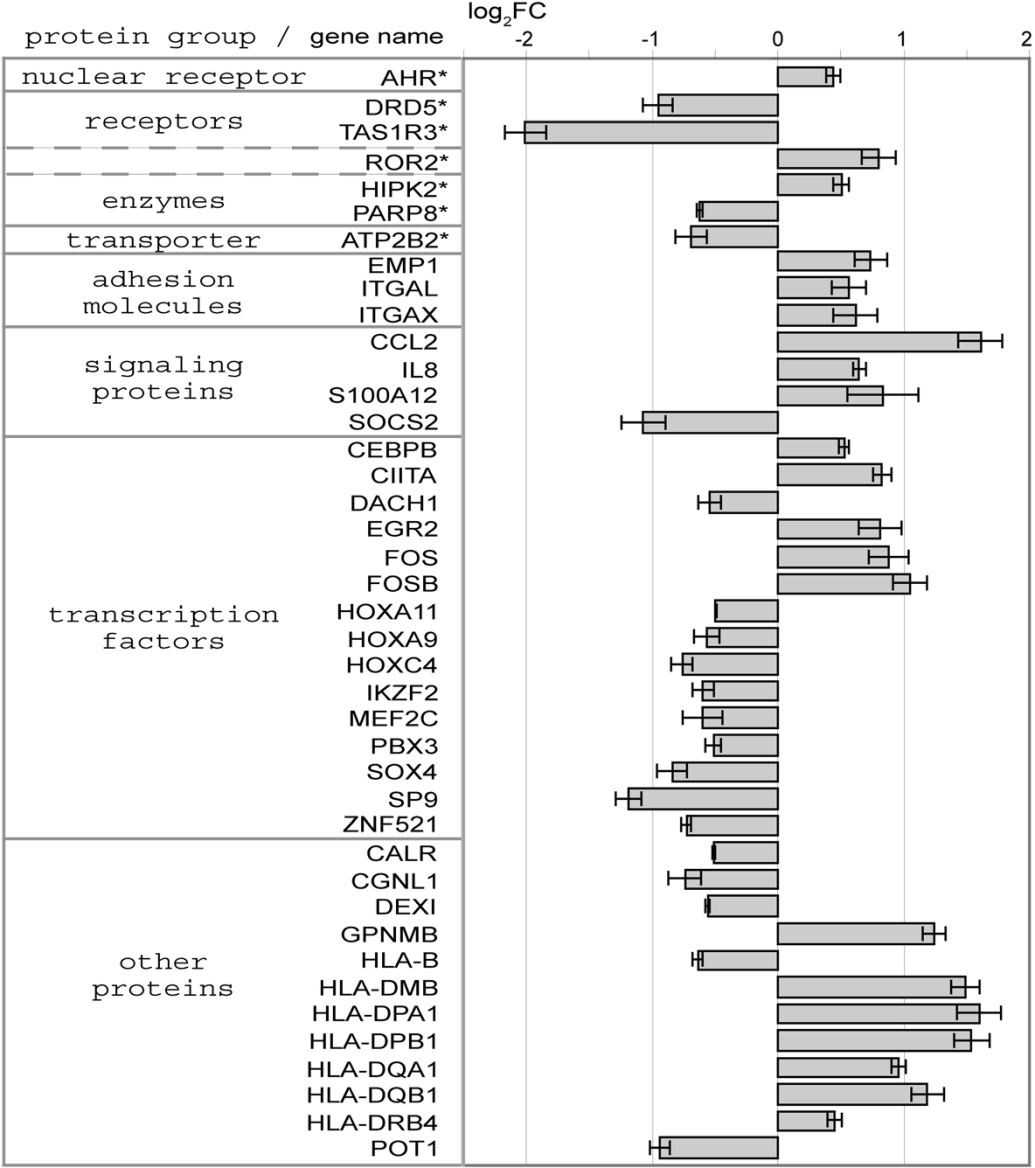
**Differential expression after *MLL-AF9 *knockdown of genes considered as likely mediators of MLL-AF9 leukemogenic effects.** Columns show log_2_FC from microarray data of *MLL-AF9* knockdown versus control treatments on day 8. Standard error of the mean is indicated. Transcripts are sorted according to categories of encoded proteins and alphabetically. Dotted division lines indicate proteins assorted to two categories. *Genes coding for proteins which belong to conventionally druggable protein classes as described by Rask-Andersen et al. [11].

Receptors, including nuclear receptors (i.e. ligand-activated transcription factors), enzymes and transporter have yielded especially successful therapeutic targets for clinical intervention [11]. Thus, we judged those among our 41 top rated genes which encode receptors, enzymes or transporter as potential therapeutic targets downstream of MLL-AF9. An overview of the relevant biological roles of these seven potential therapeutic targets, including the dopamine receptor DRD5, is presented in Table 2.

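TAS1R3 had a log2 fold change of -2.01 (standard error 0.18, adjusted p = 0.0219 in limma) on the probe of Additional file 1, and its other probes changed by -0.24 and 0.11. DRD5 changed by -0.96 (standard error 0.15, adjusted p = 0.0847) and by -0.80 on its other probe. PARP8, measured on 10 identical spots, changed by -0.49 (standard error 0.13, adjusted p = 0.379). ROR2 rose by 0.81 (standard error 0.16, adjusted p = 0.182) and its other probe was well above background on 0 knockdown arrays and 1 control array, so its change is not read. On the probe of Additional file 1, ROR2 rose by 1.38 with the scaled and 1.35 with the unscaled background-subtracted signal, and by 0.46 after background correction with quantile normalization. HIPK2 rose by 0.50 (standard error 0.12, adjusted p = 0.279) and by 0.25 on its other probe, and AHR by 0.44 (standard error 0.12, adjusted p = 0.372). All 7 genes including ATP2B2 were called, in all both knockdown arrays lay beyond both control arrays, and 1 had an adjusted p under 0.05 over all probes in limma. When adjusted over the list alone 7 had one, which is not independent evidence for genes selected on these arrays. TAS1R3 was called under each of the 12 alternative settings. Of the 7 genes 3 stayed called without siRNA-B, 2 without siRNA-A, 2 without control siRNA-1, 1 without control siRNA-2, 3 with the scaled and 2 with the unscaled background-subtracted signal.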

**Table 2:** Genes deregulated by MLL-AF9 and prioritized as potentially druggable targets in MLL-AF9 leukemia

**Gene**	**log**_**2 **_**FC**	**Protein class**	**Official full name**
			**Biological role**
AHR	0.44	Nuclear receptor	Aryl hydrocarbon receptor
			Upregulated by AML associated fusion gene AML1-ETO. Differentiation of myeloblastic leukemia cells. Estrogen receptor degradation. AHR knockout mice display CML.
ATP2B2	−0.69	Transporter	ATPase, Ca++ transporting, plasma membrane 2
			Lowers intracellular calcium; protects from apoptosis.
DRD5	−0.96	Receptor	Dopamine receptor D5
			Raised after G-CSF treatment; dopamine receptor agonists activate Wnt signaling, induce migration and increase clonogenic capacity and repopulation of CD34+ cells.
HIPK2	0.5	Enzyme	Homeodomain interacting protein kinase 2
			Phosphorylates transcription (co-) factors (e.g. c-Myb); may trigger (myeloid) differentiation and apoptosis. Mutations found in AML cases.
PARP8	−0.63	Enzyme	Poly (ADP-ribose) polymerase family, member 8
			Phosphorylated upon DNA damage. Upregulated in *MLL* rearranged AML patients.
ROR2	0.81	Receptor/enzyme	Receptor tyrosine kinase-like orphan receptor 2
			Mediates noncanonical Wnt signaling. Putative tumor suppressor in leukemia, presumably via inhibition of Wnt canonical signaling.
TAS1R3	−2.01	Receptor	Taste receptor, type 1, member 3
			Glucose absorption/energy supply. Heterodimers sense extracellular amino acids, activate MTORC1 and inhibit autophagy.

Details to biological roles and references are given in Additional file 3: Table S2. Log_2_FC: log_2_ fold change in MLL-AF9 knockdown relative to control.

### The dopamine receptor antagonist SCH39166 exerts effects on malignant cell characteristics of THP1 cells

As a proof of principle for the functional relevance of the suggested therapeutic targets, we examined the effects of the DRD1- and DRD5-specific dopamine receptor antagonist SCH39166 (ecopipam) on THP1 cells.

Treatment of THP1 cells with 10 μM SCH39166 led to a number of significant changes in cell characteristics: (1) proliferation and (2) colony forming capacity were reduced, (3) cell cycle analysis revealed alternating changes in G1 and S phase distributions which may suggest a slowdown of cell cycle progression, (4) cells were slower to reach G0/G1 phase after DNA new synthesis which was reduced and (5) the cell migration rate was decreased (Figure 7). No increase in the rate of apoptotic THP1 cells was observed (Additional file 3: Figure S3).

**Figure 7:**
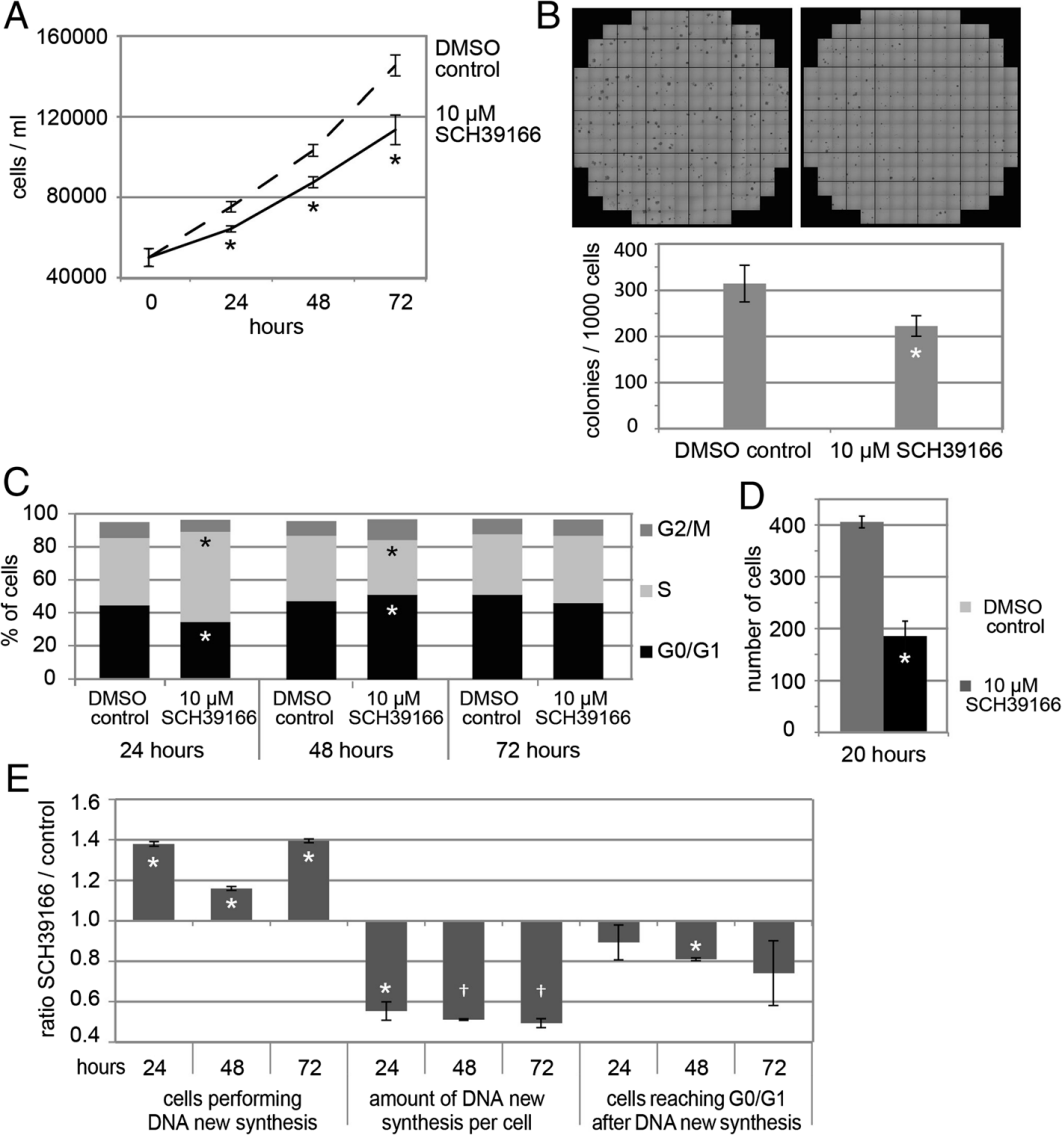
**THP1 cell characteristics influenced by 10 μM of the dopamine receptor antagonist SCH39166 compared to DMSO control. (A)** Proliferation in serum reduced conditions. **(B)** Colony formation in methyl cellulose. Images show representative wells of DMSO control (left) and 10 μM SCH39166 treatment (right). **(C)** Cell cycle distribution in serum reduced conditions. **(D)** Cell migration in 5 μm transwells. **(E)** DNA new synthesis rate measured via EdU incorporation and SYTOX AADvanced nuclear stain. Ratio of SCH39166 compared to DMSO control treatment is shown. Mean over three **(A-C)** or two **(D-E)** independent experiments are shown. Bars indicate standard error of the mean; *p < 0.05. † Non significant differences because of interexperimental fluorescence intensity standard deviation, although the ratio between the two treatments remains similar.

## Discussion

The experimental setup of this RNA interference study was optimized to exclude off-target effects and to ensure a specific reduction of *MLL-AF9* protein on functional level. Among seven human cell lines carrying the MLL-AF9 translocation, the cell line THP1 was chosen for this study because it is the only one established from a characteristic infant AML M5 leukemia patient [29]. According to genomic DNA gains and losses as well as gene expression, THP1 – like other leukemia cell lines – has been described to be a faithful model system for leukemia with genomic aberrations [30]. As compared to overexpression studies, RNAi enabled us to modify MLL-AF9 at physiological range and to target all putative transcript variants of MLL-AF9 which retain the breakpoint exons.

The validity of the generated differential gene expression profile as well as the suitability of our experimental approach was supported by the significant enrichment of several gene sets generated by previous studies: *Leukemia* was the top ranked associated disease term, and direct MLL-AF9 murine targets [13] as well as MLL-AF9 downstream genes detected in transduced neonatal and myeloid as well as lymphoid human primary cells [14] were significantly enriched. These findings validate our experimental approach in that expected information content was indeed disclosed in our data. It also indicates that our *MLL-AF9* knockdown model represents neonatal and mixed lineage features as expected for *MLL-AF9* positive leukemia.

Additionally, concordance of our *in vitro* model system to the *in vivo* situation was suggested by enrichment of *MLL* associated gene signatures from various myeloid leukemia patient studies. Among the enriched signatures were those of four AML patient studies but also one data set characterizing CML leukemia blastic phase as compared to chronic phase [23]. 

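IL8 rose by 0.65 on the log2 scale (standard error 0.12, adjusted p = 0.149 in limma), and its call was lost without siRNA-A (0.65), without siRNA-B (0.64), without control siRNA-1 (0.55) and with the unscaled background-subtracted signal (0.69). S100A12 rose by 0.84 (standard error 0.26, adjusted p = 0.463) and was not called, with log2 intensities of 7.11 for control siRNA-1 and 6.15 for control siRNA-2. It was called without control siRNA-1 (1.32) and rose by 0.36 without control siRNA-2. Of CEBPB, FOS, FOSB, IL8, S100A12 and SOCS2, 5 were higher and 1, SOCS2, was lower. Adjusted over the list alone all 6 had an adjusted p under 0.05, which is not independent evidence, against 0 over all probes in limma (6 at an unadjusted p under 0.05). Of these, 4 were called, 3 of which stayed called without siRNA-A, 2 without siRNA-B, 1 without control siRNA-2, 0 without control siRNA-1 and 1 with the background-subtracted signal, scaled or not.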

As this step marks the transition to an acute leukemia [23], the overlapping genes (*CEBPB*, *FOS*, *FOSB*, *IL8*, *S100A12*, *SOCS2*) might be involved in the aggressiveness of *MLL-AF9* myeloid leukemia blasts.

To characterize biological processes influenced by MLL-AF9, we performed functional studies in our experimental system and employed functional gene ontology analyses on our MLL-AF9 modulated gene expression profile which encompassed 425 differentially expressed genes.

Most remarkable in our functional results was a significant reduction of cell size in MLL-AF9 depleted THP1 cells. Enriched differential expression of genes within the annotation *regulation of cell size* (e.g. *ATP2B2* and *EMP1*) was consistent with this observation. The annotation terms *structural constituents of ribosomes* and *cellular calcium ion homeostasis* were also linked to our data set and could contribute to the observed cell size reduction. Ribosomal biogenesis is a known important determinant of cell size [28] and has been linked to tumorigenesis and malignancies [31], while intracellular Ca^2+^ levels can regulate reactive volume changes of cells via activation of K^+^ and Cl^-^ channels [32].

Enrichment of annotation terms related to proliferation and apoptosis implied that MLL-AF9 is involved in replication and cell death via downstream transcripts. Previous studies have detected effects of MLL-AF9 on these cellular characteristics after treatment with antisense phosphorothioate-oligodeoxyribonucleotides [33,34]. In our hands, however, neither the proliferation rate nor the proportion of apoptotic THP1 cells was detectably altered after *MLL-AF9* knockdown. This might be due to favorable *in vitro* growth conditions and the absence of sufficient apoptosis stimuli in our cell culture situation. Nevertheless, the differential gene expression signature generated in this study yielded genes which can influence apoptosis and might contribute to the mitogenic phenotype of *MLL-AF9* positive monoblasts in a less ideal environment possibly present in the *in vivo* disease state. These genes encode for example POT1 which promotes telomere elongation [35], CALR which promotes DNA synthesis and inhibits growth arrest and senescence (via p21) [36] and HIPK2 which is involved in induction of cell death and differentiation [37].

*MLL-AF9* is regarded as a class II mutation, primarily interfering with cellular differentiation [38]. In line with this, a major effect of MLL-AF9 on monocytic differentiation was also revealed by our data: Numerous significantly enriched, functional annotation terms concerned fundamental functions of monocytes and macrophages. Moreover, the differential expression of nine marker genes clearly suggested maturation of MLL-AF9 depleted THP1 monoblasts. This implies that the MLL-AF9 induced differentiation stop is, at least in part, reversible. It is thus tempting to speculate that therapeutic differentiation strategies as successfully employed for acute promyelocytic leukemia [39] might also be feasible for *MLL* aberrant AML.

The enriched annotations r*esponse to estrogen stimulus* and *chaperone binding* might also be related to leukemogenic mechanisms. 

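MAPK15 was well above background in both knockdown arrays and in neither control array with a log2 fold change of 0.58 (standard error 0.11, adjusted p = 0.182 in limma). Its other probe changed by 0.031. The call of MAPK15 was lost without siRNA-A (0.57), without siRNA-B (0.59), without control siRNA-1 (0.64), without control siRNA-2 (0.52) and after background correction with quantile normalization (0.32). With the background-subtracted signal MAPK15 rose by 2.22 scaled and 2.19 unscaled. The call of AHR was lost without any 1 of the arrays, with log2 fold changes of 0.35 to 0.54, and with the background-subtracted signal, unscaled (0.49) or scaled (0.52).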

MLL-AF9 might inhibit estrogen receptor degradation and retinoic acid signaling pathways leading to impaired cellular differentiation: AHR and MAPK15 which are reported to target estrogen receptor alpha to degradation [40,41] were reduced in their expression by MLL-AF9 in our study. Estrogen and retinoic acid signaling are known to regulate gene expression in opposing directions [42]. Furthermore, promoter methylation (indicating transcriptional repression) of estrogen receptor is associated with increased survival of AML patients and reduced in AML M5 [43]. Chaperones have been linked to deregulated cell growth as forced overexpression of chaperones was shown to result in cellular transformation and tumor formation [44]. Within our data set, all four *chaperone binding* genes were down-regulated. One of these, calreticulin, encodes a multifunctional protein which acts also as chaperone and is known to inhibit the translation of *CEBPA*, a key myeloid transcription factor frequently disrupted in AML [45].

A profound effect of MLL-AF9 on downstream gene expression was suggested by significantly enriched annotations encompassing 38 differentially expressed transcription factors. 

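CIITA, on chromosome 16 at 11018667 to 11018726, had a mean log2 intensity of 8.38 ± 0.13 (SD, n = 2 arrays) after knockdown and 7.55 ± 0.13 (SD, n = 2) in controls. Its log2 fold change was 0.83 (standard error 0.12, adjusted p = 0.0753 in limma) on the probe of Additional file 1 and 0.16 on its other probe. The call was lost without siRNA-A (0.74) and without control siRNA-2 (0.73).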

One example is the up-regulation of *CIITA*, the master coactivator of MHC class II [46]. Accordingly, in MLL-AF9 depleted THP1 cells, we observed an up-regulation of all MHC class II genes (HLA-DP, -DQ, -DR, -DM) with exception of the non-classical HLA-DO which seems less dependent on the CIITA transcription factor [46]. 

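Of 17 MHC class II genes 14 were higher after knockdown and 3 lower, with a median log2 fold change of 0.62 relative to all genes (limma's camera with preset correlation, p = 1.44e-25, adjusted p = 1.01e-24). By fry the p was 0.0280 (adjusted p = 0.103 over the same lists), and with an estimated inter-gene correlation it was 0.0549 (adjusted p = 0.357). The list was taken from the paper's result on these same arrays, so these p are not independent evidence. All 14 increases were called, and 14 genes had an adjusted p under 0.05 when adjusted over the list alone, against 5 over all probes. On the brightest probe of each gene, HLA-DPB1 rose by 1.63 (standard error 0.17, adjusted p = 0.0240 in limma), HLA-DPA1 by 1.60 (standard error 0.18, adjusted p = 0.0321), HLA-DMB by 1.49 (standard error 0.15, adjusted p = 0.0240) and HLA-DQA1 by 0.96 (standard error 0.12, adjusted p = 0.0336). The smallest of the called increases was that of HLA-DRB4, of 0.45 (standard error 0.12, adjusted p = 0.347). HLA-DOA and HLA-DOB changed by -0.15 (standard error 0.12, adjusted p = 0.805) and -0.14 (standard error 0.13, adjusted p = 0.860). HLA-DRB6 changed by -0.34 (standard error 0.22, adjusted p = 0.767), with overlapping knockdown and control arrays, and by 0.054 without siRNA-A, and was well above background on 1 knockdown array and 2 control arrays, so that its direction is uncertain. The call was lost without siRNA-A and without siRNA-B for the probe HLA-DPB1 A_23_P258769 (1.70 and 1.56) and HLA-DPA1 (1.47 and 1.72), and without any 1 of the arrays for HLA-DRB4 (0.38 to 0.52), which lost it with the background-subtracted signal as well, unscaled (0.54) or scaled (0.57). HLA-DQA1 rose by 1.72 with the scaled and 1.69 with the unscaled background-subtracted signal. The list median moved most without control siRNA-1, to 0.80, and was 0.47 without control siRNA-2.

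**Figure D2:**
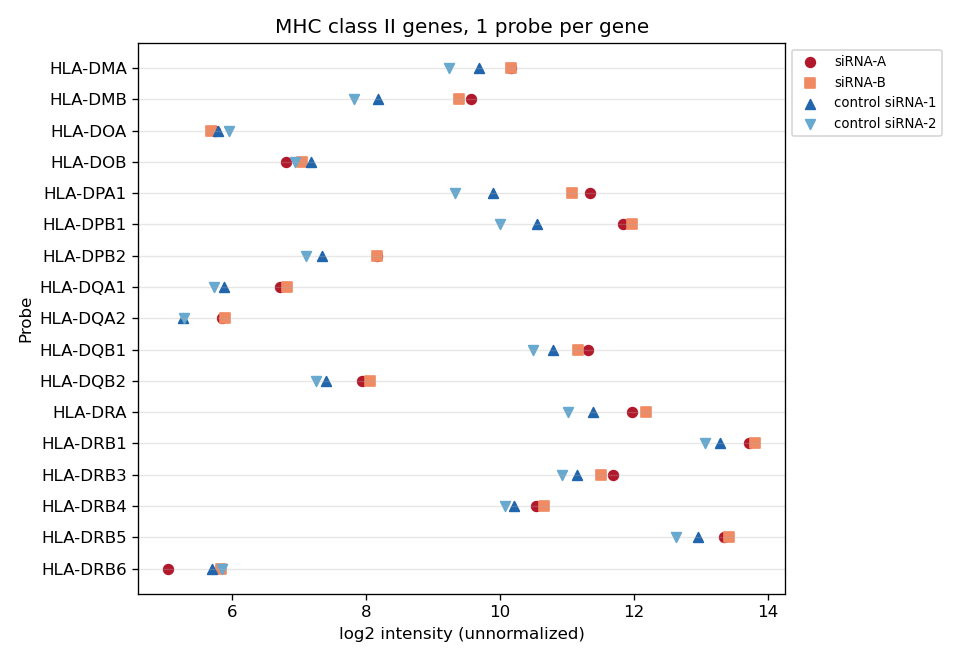
Log2 intensity of 17 MHC class II genes, 1 probe per gene, on each array (siRNA-A, siRNA-B, control siRNA-1 and control siRNA-2). In 14 genes both knockdown arrays lay above both control arrays, and the mean after knockdown was lower for HLA-DOA, HLA-DOB and HLA-DRB6, the last of which was higher without siRNA-A.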

Up-regulation of HLA class II gene transcripts has previously been associated with differentiation of monoblasts, while THP1 cells were observed to have reduced HLA class II expression levels compared to mature monocytes [24].

Results from functional annotation analysis indicated that MLL-AF9’s direct targets are predominantly transcriptional regulators while other processes we identified, like monocyte/macrophage differentiation or estrogen response are likely related to indirect effects of MLL-AF9. Although considerable progress has been made, transcription factors have been found difficult to target therapeutically [47]. This emphasizes the importance of determining indirect targets downstream of MLL-AF9 to identify MLL-AF9 leukemogenic effectors amenable to be addressed by small molecule drugs.

We are aware that our prioritization strategy to select candidate targets is not all-inclusive. Some candidates may be lost during the primary subset selection or by our rating procedure due to a lack of specific prior knowledge on these gene products. Our comprehensive gene expression data set (GEO: GSE36592) may thus hold a yet vaster source of informative content. Nevertheless, we prioritized 41 candidates potentially involved in mediation of MLL-AF9 leukemogenesis. Among these are many novel as only 26 were identified in previous *MLL-AF9* studies [3,13,14,48] and only one, HOXA9, is a known direct target of MLL-AF9. Some of our candidates are potential therapeutic targets, primarily those encoding receptors, enzymes, and transporter: These classes represent almost 90% of all therapeutic effect-mediating human protein targets of drugs listed by the US Food and Drug Administration (FDA) [11]. Seven of our top-41 candidates encode proteins of these classes: AHR, ATP2B2, DRD5, HIPK2, PARP8, ROR2 and TAS1R3.

As a proof of principle, we selected one of these suggested targets, the dopamine receptor DRD5, for further investigation. Expression of DRD5 is raised in CD34+ hematopoietic progenitor cells after G-CSF treatment and dopamine receptor agonists activate Wnt signaling, induce migration and increase clonogenic capacity and repopulation in this cell type [49].

We employed the drug SCH39166 (ecopipam) which is currently one of the most specific antagonists for the dopamine receptor DRD5 and antagonizes DRD1 and DRD5 receptors but not receptors of the DRD2-class. Treatment of THP1 cells with SCH39166 exerted a number of significant anti-malignant effects, i.e. affecting proliferation, clonogenic capacity, cell cycle distribution, DNA new synthesis and cell migration.

The safety profile of SCH39166 has been studied in over 1000 people and SCH39166’s ability to ameliorate multiple central nervous system diseases is under investigation in clinical phase 1–3 trials (Psyadon Pharmaceuticals, Inc.). In a large compound screening study, Sachlos et al. recently discovered that thioridazine - which antagonizes the dopamine receptors 1 to 5 – selectively targets neoplastic cells and human leukemic stem cells. In contrast, no effects of thioridazine were reported on normal blood stem cells which do not express dopamine receptors [50].

Previous data also indicate an influence of some of our suggested therapeutic targets e.g. on cellular differentiation, Wnt signaling and apoptosis (Table 2). The nuclear receptor AHR e.g. has been shown to promote retinoic acid–induced differentiation of HL-60 myeloblastic leukemia cells, if overexpressed [40] while AHR knockout mice are diagnosed with CML [51]. DrugBank search results [52] revealed that AHR and DRD5 interact with 6 and 18 approved drugs respectively, although developed for other medical indications. The candidates ATP2B2, PARP8 and TAS1R3 have previously not been functionally linked to leukemia.

The present study provides a comprehensive gene expression profile after *MLL-AF9* knockdown in THP1 cells that broadens our insights into the molecular mechanisms and druggability of *MLL* aberrant leukemia. The finding of a more differentiated state of THP1 cells after MLL-AF9 depletion is consistent with the hypothesis that the MLL-AF9 induced differentiation stop is reversible. We describe here more than 40 gene products and several cellular processes likely involved in mediation of leukemogenic effects of MLL-AF9. Among these, seven targets were classified as potentially druggable and targeting one of these, DRD5, shows anti-leukemic effects in THP1 cells. Altogether, our results might support the search for new targeted therapies for *MLL-AF9* positive pediatric AML.

## Methods

### Cell cultivation

THP1 cells (DSMZ GmbH, Braunschweig, Germany) were maintained in RPMI1640, 10% heat-inactivated fetal calf serum (FCS), 100 U/ml Penicillin and 0.1 mg/ml Streptomycin (PAA Laboratories, Pasching, Austria) at a density of 0.05-0.5 × 10^6^ cells/ml. To minimize the effect of FCS on growth related and mitogenic signaling pathways, serum levels were reduced from experimental day 6 onwards. Serum reduced conditions were achieved by washing cells in PBS and resuspending them in DMEM/Ham’s-F12 medium containing 1 g/L BSA and 0.5% Fetal Bovine Serum (Gibco, Life Technologies, Carlsbad, CA, USA). For functional studies of DRD5, THP1 cells were treated with 10 μM SCH39166/ecopipam (Tocris Bioscience, Bristol, UK) or DMSO as control.

### Small interfering RNA and transfection

Silencer Select siRNAs (siRNA-A, siRNA-B, negative control siRNA-1 and −2, Ambion, Life Technologies) were dissolved in 1 x siRNA buffer (Dharmacon, Lafayette, CO, USA). SiRNA-A and -B sequences are shown in Figure 1A. Transfections were performed according to the supplier’s protocol with 9 μl Dreamfect (OZ Biosciences, Marseille, France) at a final concentration of 50 nM siRNA within 1 ml culture medium that contained 5 × 10^4^ cells in a 12-well format (Greiner, Kremsmuenster, Germany). Transfection efficiency was measured by flow cytometry with fluorescently labeled control siRNA.

Experimental incubations lasted eight days with repeated transfections on day 0, 3, and 6. Prior to each transfection event, cell densities were determined by Cellscreen System (Innovatis, Bielefeld, Germany) on an Olympus IX 50 microscope (Olympus, Tokyo, Japan) and cells were subsequently reseeded at 5 × 10^4^ cells per ml.

### RNA isolation and reverse transcription quantitative PCR

Total RNA was extracted with miRNeasy Mini Kit (Qiagen, Hilden, Germany) according to the supplier’s protocol. Reverse transcription quantitative PCR (RT-qPCR) was carried out in triplicates with 600 ng total RNA, QuantiTect Reverse Transcription Kit (Qiagen) and iQ™-SYBR® Green Supermix (Biorad, Hercules, CA, USA) on a StepOnePlus instrument (Applied Biosystems, Life Technologies) according to the supplier’s protocol. *RPL13A* and *UBC*, showing stable expression in bone marrow [53], were used as reference genes. Data were analyzed with StepOne software v 2.1 (Applied Biosystems) and the ∆∆C_q_ method. Primer sequences are provided in Additional file 3: Table S3.

### Immunoblotting

Total cellular protein was recovered from Qiazol organic phase according to TRI reagent protein isolation protocol (Ambion), resuspended in 9.5 M urea, 4% [w/v] CHAPS, mixed 1:1 with Laemmli sample buffer (2×, Sigma-Aldrich, St. Louis, MO, USA) and incubated 5 minutes at 95°C. Proteins were separated by SDS-PAGE and transferred onto PVDF membrane in transfer buffer (10 mM CAPS, pH 11, 10% methanol, 0.01% SDS). Membranes were probed with anti-MLL1, anti-AF9 (A300-086A, A300-597A, Bethyl Laboratories, Montgomery, TX, USA), anti-Lamin A/C and secondary antibodies (sc-7292, sc-2004, sc-2005, Santa Cruz Biotechnology, Santa Cruz, CA, USA) followed by detection using ECL-substrate. Band intensities were analyzed with ImageJ version 1.46r (National Institutes of Health, Bethesda, MD, USA).

### Gene expression profiling analysis

Human Whole Genome Microarrays 4x44K v2 (Agilent Technologies, Santa Clara, CA, USA) were commissioned to and performed at IMGM Laboratories (Martinsried, Germany). Two knockdown (siRNA-A, siRNA-B) and two negative control siRNA samples, each containing 100 ng pooled RNA of five independent experiments were utilized. RNA concentration and purity (abs 260/280 nm) were analyzed using a Nanodrop ND-1000 Spectrophotometer (Nanodrop Technologies, Wilmington, DE, USA). RNA integrity was determined with an RNA 6000 Nano LabChip Kit on a 2100 Bioanalyzer (Agilent Technologies). A260/A280 was above 2.0 and RNA integrity number was above 9.3.

Hierarchical clustering of arrays and principal component analyses were performed with the statistical language R version 2.11.1 [54] using packages from the Bioconductor framework [55]. Analysis of differential expression was carried out in R with the limma package [56,57]. Adjustment for multiple testing was done using the method by Benjamini and Hochberg [58]. For differential expression analysis, the unnormalized data were favored over the normalized as they showed an almost perfect and superior logarithmic intensity distribution. Normalized values showed no improved principal component analysis and hierarchical clustering concerning similarity of biologically related arrays. 

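Of the probes printed on 10 identical spots, 757 had all spots in the comparison. The median SD of log2 intensity between identical spots, averaged over the arrays, was 0.18 for the unnormalized intensities (SD between arrays 0.019, n = 4), 0.18 after quantile normalization and 0.18 after cyclic loess normalization. It was 0.15 after background correction with quantile normalization. For the signal that the scanner software had background-subtracted and detrended it was 0.072, with or without scaling to the 75th percentile. These comparisons were chosen after seeing the data.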

Unnormalized identical replicate probes yielded more consistent intensity values compared to the normalized values which further supported this approach. Probes were considered as differentially expressed at a *p*-value of the moderated *t* test below 0.005 and significant alteration over all identical replicate probes (*t* test, p < 0.05).

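On the arrays, the transcripts of ARHGAP26, CALR, CEBPB, CIITA, FOS, FUCA1, NOTCH2, SOCS2, SULF2, TSPAN14, VASH1, VDR and ZNF521 all had both knockdown arrays beyond both control arrays, 10 higher and 3 lower. ARHGAP26 rose by 0.50 (standard error 0.13, adjusted p = 0.333 in limma), FUCA1 by 0.57 (standard error 0.12, adjusted p = 0.214), SULF2 by 0.66 (standard error 0.15, adjusted p = 0.257), TSPAN14 by 0.42 (standard error 0.11, adjusted p = 0.372), VASH1 by 0.49 (standard error 0.11, adjusted p = 0.253) and VDR by 0.53 (standard error 0.11, adjusted p = 0.222). On its other probe NOTCH2 rose by 0.14, with overlapping arrays. Of these 13 transcripts, 12 were called, and CEBPB was not. Over all probes 0 had an adjusted p under 0.05 in limma (13 at an unadjusted p under 0.05), against 13 adjusted over the list alone, which is not independent evidence for transcripts selected on these arrays. Of the called transcripts 4 stayed called without siRNA-B, 3 without siRNA-A, 1 without control siRNA-1, 0 without control siRNA-2 and 3 with the background-subtracted signal, scaled or not. RT-qPCR values were not used here.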

To test reliability of microarray data, RT-qPCR was performed for 14 arbitrarily selected transcripts which showed differential expression in microarray results (ARHGAP26, CALR, CEBPB, CIITA, FOS, FUCA1, MAFB, NOTCH2, SOCS2, SULF2, TSPAN14, VASH1, VDR and ZNF521). Spearman’s rank correlation coefficients including *p* values were calculated with R. Spearman’s *Rho* was 0.91 (*p* 5.15 × 10^-6^) for technical replicates (identical RNA samples in RT-qPCRs and microarrays) and 0.72 (*p* 0.004) for biological replicates (RT-qPCRs performed on RNA sample pools of 2 independent experiments).

### Functional bioinformatics

Functional disease ontology (FunDO) [59] and functional annotation analysis (Database for Annotation, Visualization and Integrated Discovery version 6.7, DAVID) [19] was performed with input of all 425 differentially expressed genes. Enrichment was regarded as significant if fold enrichment was ≥ 1.5 and *p*-value < 0.1. Functional annotation analysis of direct targets of MLL-AF9 was performed with a previously published gene list [13] transformed to the official gene symbols. Gene set enrichment analysis was executed with the computational method GSEA version 2.0 [60,61]. Gene sets associated to leukemia were extracted from FunDO and from leukemia patient studies [1,20-23] and transformed to the official gene symbols. Parameter settings were default except for: dataset was not collapsed to gene symbols, instead the strongest regulated probe per gene was selected; *gene set* was selected as permutation type; metric for ranking genes was *log2 ratio of classes*; gene list sorting mode was either *real* for gene sets including only up- or down-regulated genes or *abs* for gene sets including up- and down-regulated genes. A rating strategy for prioritization of genes likely mediating MLL-AF9 leukemogenic effects was devised as outlined in Additional file 3: Table S4.

### Biological assays

Proliferation and cell diameter were measured via Cellscreen System (Innovatis) on an Olympus IX50 microscope. This microscopic monitoring system provides fully automated non-invasive cell count in cell culture well plates by generating microscopic images at defined regions of interest (ROIs). By digital image recognition, cells are automatically detected, counted and their geometry (diameter and eccentricity) is analyzed [62]. Measurements were performed in 12-well plates (Greiner) with 62 ROIs per well equivalent to ~ 5 000 - 10 000 counted cells. Cells were allowed to settle for 20 minutes prior to measurement. A Welch’s *t* test was performed over replicate experiments after confirmation of normal distribution via Shapiro-Wilk normality test.

Cell cycle analyses were performed via flow cytometry. Cells were fixed in 70% ethanol at −20 °C, subsequently stained for 30 min with propidium-iodide (0.1% Triton X-100, 0.2 mg/ml RNase A, 20 μg/ml propidium-iodide in PBS) and analyzed on a BD FACSCanto™ (BD Biosciences, Franklin Lakes, NJ, USA). Cell doublets and aggregates were removed by gating and the proportion of cells in G0/G1, S and G2 phase were quantified with Watson Pragmatic model in FlowJo 9.7.2. DNA new synthesis rate was measured by flow cytometry after pulse labeling THP1 cells with 25 μM EdU (5-ethynyl-2’-deoxyuridine) for 2 hours and staining with AF488-azide and SYTOX AADvanced nuclear stain (Invitrogen, Life Technologies) according to supplier’s protocol. Statistics were calculated with Shapiro-Wilk normality and Welch’s *t* test in R.

Apoptotic rate was analyzed via intracellular staining of cleaved PARP1 [63]. Cells were fixed and permeabilized with Foxp3 Staining Buffer Set (eBioScience, San Diego, CA, USA) and stained with anti-PARP antibody (44–699, Invitrogen) after blocking with 5 μg human IgG (Sigma).

Colony forming capacity was analyzed by plating 1000 THP1 cells in 1 ml 0.5% methyl cellulose (64630, Sigma)/RPMI1640 (10% FCS) in 6-well plates. Colonies were counted in microscopic images taken after 10 days by Cellscreen system.

Migration was analyzed in a transwell assay (5 μm pore size, #3421, Corning, NY, USA) with 0.1 × 10^6^ THP1 cells in RPMI1640 / 10% FCS in upper chamber and RPMI1640 with 10% FCS and 0.1 mM ascorbic acid in lower chamber. Cells in lower chamber were counted in microscopic images taken after 20 hours by Cellscreen system.

For analyses of SCH39166 effects, cells were pre-treated with drug or DMSO for 3 hours prior to performing assays.

## Competing interests

The authors declare no conflict of interest.

## Authors’ contributions

KKF designed the project, conceived and performed the experiments, analyzed and interpreted the data and wrote the manuscript. PP provided analytical tools, analyzed the data and critically revised the manuscript. IS interpreted the data, provided critical discussion and critically revised the manuscript. AAR designed the project, conceived experiments, wrote the manuscript and supervised the project. All authors read and approved the final manuscript. There are no potentially redundant publications.

## Supplementary Material

Additional file 1 **Differentially expressed probes in MLL-AF9 knockdown.** Listed are all differentially expressed probes (p < 0.005) from gene expression arrays of MLL-AF9 depleted versus control THP1 cells on day 8 of experiments. Click here for file

Additional file 2 **Gene set enrichment analysis (GSEA) results.** (Sheet 1) GSEA of gene sets identified by Horton et al. [14] employing *MLL-AF9* transduced primary human cells for the *MLL-AF9* knockdown gene expression profile of this study. “Up” or “down” indicates gene sets comprising either up- or down-regulated genes after MLL-AF9 transfection of cord blood (neonatal) or bone marrow (adult) CD34+ cells by Horton et al. [14]. (Sheet 2) GSEA of gene ontology (GO) terms for the gene expression profile after *MLL-AF9* knockdown in this study (false discovery rate < 0.05). Click here for file

Additional file 3: Figures S1-S3 and Tables S1-S4 Figure S1. GSEA enrichment plots of published leukemia patient studies for our *MLL-AF9* knockdown gene expression profile. Table S1: Assignment of enriched functional annotation terms to higher-order terms. Figure S2: Cell characteristics of MLL-AF9 depleted and control THP1 cells. (A) Proliferation. (B) Cell cycle distribution. (C) Apoptosis rate. Figure S3: Apoptosis rate in THP1 cells treated with 10 μM SCH39166 compared to DMSO control. Table S2: Biological roles and rating of 70 selected genes differentially expressed after MLL-AF9 knockdown. Table S3: Primer used for reverse transcription quantitative PCR. Table S4: Rating strategy to prioritize candidate targets for mediation of MLL-AF9 leukemogenic effects. A total of 70 differentially expressed genes after MLL-AF9 knockdown was rated. Click here for file

Additional file 4 **Results of gene ontology analyses performed via DAVID software.** Terms were regarded as significantly enriched if fold enrichment was ≥ 1.5 and p value ≤ 0.1. (Sheet 1) Significantly enriched annotation terms which were regarded as potentially relevant in this biological setting. Terms were identified via DAVID analysis of our gene expression profile after MLL-AF9 knockdown. Table includes the differentially expressed genes of each term. (Sheet 2) All significantly enriched functional gene ontology terms identified for our gene expression profile after MLL-AF9 knockdown. (Sheet 3) Significantly enriched functional gene ontology terms for direct MLL-AF9 targets identified in a mouse model by Bernt et al. [13]. Click here for file

How the deposited data were processed for this re-analysis (not part of the article)

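Gene expression was measured in THP1 cells after knockdown of MLL-AF9 with siRNA-A or siRNA-B and after treatment with control siRNA-1 or control siRNA-2, on 4 single-colour Agilent 4x44K arrays of 1 slide. Each array held a pool of 5 experiments, which gave 2 knockdown and 2 control arrays. The authors extracted spot values with the scanner software and deposited, for every spot, an intensity that was neither background corrected nor normalized between arrays, and a quality weight. It was checked that the deposited intensity equals the median pixel signal in 100% of spots. How the weights were set is not stated in the text of the paper. The scanner tables also hold a signal that is background subtracted and detrended by the software but not normalized between arrays. Of 61 columns of each scanner table 49 were not used here.

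Of 44495 spots 1377 control spots were left out, and spots with a weight above 0 on every array entered the analysis. Log2 intensities were fitted with limma 3.58.1 in R 4.3.3 with the deposited weights and without covariates, on single spots for the number of differentially expressed spots and on the mean of identical spots for single genes. A spot was called at an unadjusted p under 0.005 and, where a probe was printed on several spots, a p under 0.05 in a test of the log2 fold changes of its spots against 0. Genes were called at the same unadjusted p on probe means, and Benjamini-Hochberg adjusted p are over all probes. All p from limma and its set tests are two-sided. Probes were matched to genes by the names in the scanner tables. Of 20735 probes with a RefSeq accession 20022 were matched to a gene of the reference, and the current symbol differed from the array's name in 2926 of them, so the names of the array were kept.

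Genes named are every gene that the results text, Table 2, Figure 6 or the list of RT-qPCR transcripts names, and, among called spots, the 5 probes with a gene symbol with the largest rise and the 5 with the largest fall, with both knockdown arrays beyond both control arrays and well above background on every array of at least 1 group. A gene with several probes is given by the probe that Additional file 1 lists, otherwise by its brightest probe. MAPK15 and RPL13A are named beyond this rule, because the paper discusses or uses them. Some genes that the paper names are not reported here, and counts over its lists are of the genes reported. Gene lists were tested on the brightest probe of each gene with limma's camera at a preset inter-gene correlation of 0.01, and with fry and with camera at an estimated correlation. Both further tests were run after cyclic loess normalization too, which was chosen after seeing the data. The lists were ribosomal protein, MHC class II, HOXA cluster, taste receptor, type I interferon, type II interferon and immediate early genes. Lists of RNA polymerase subunit, spliceosome, translation initiation factor, oxidative phosphorylation and histone genes, and the separation of cytoplasmic and mitochondrial ribosomal protein genes, were added after seeing the data. Set test p were adjusted over 7 lists for the former and over all 14 lists for the latter. Each list was also compared with 10000 lists of random genes matched on mean intensity.

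Alternatives were scaling of the background-subtracted signal to its 75th percentile, that signal unscaled, quantile and cyclic loess normalization, background correction by normexp with an offset of 50 and quantile normalization, no spot weights, a filter on dim probes, an intensity trend in the variance model, and the omission of each array in turn. For the gene lists the strongest regulated probe of each gene was tried as well, and for the counts the moderated p alone, probe means and other adjusted p thresholds. Leaving zero variances out of the prior, leaving out spots that the scanner software marked as outliers, and the comparison of identical spots under each normalization were chosen after seeing the data. Where an array was left out, the lone array of its group was assumed to vary like the others. Such fits have fewer degrees of freedom, so a call can be lost at an unchanged log2 fold change. The pipeline was tested on simulated data with the same number of arrays, with 26219 probes of which 200 were changed. Values were independent and normal, with variances drawn from limma's fitted prior, and held no effect of position or of a single siRNA. The simulation thus checks the code and does not measure power or error rate on the real arrays. Of 100 probes with a true log2 change of 1, 99 had an unadjusted p under 0.005 and 96 an adjusted p under 0.05. Of the unchanged probes 0.465% had an unadjusted p under 0.005. The number of arrays limits the precision. RT-qPCR, immunoblot, cell size and gene set enrichment data of the paper were not analysed here.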

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

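The tests of oxidative phosphorylation genes were chosen only after the result was seen.

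Genes of oxidative phosphorylation, which the paper does not discuss, were lower after knockdown. Of 75 such genes 68 were lower and 7 higher, with a median log2 fold change of -0.10 relative to all genes (adjusted p = 9.74e-06 over 14 gene lists in limma's camera with a preset correlation). By fry the unadjusted p was 0.216, and by camera with an estimated correlation it was 0.390 (0.0652 and 0.258 after cyclic loess normalization), so the call rests on the preset correlation. Of these genes 2 were called, 8 had an unadjusted p under 0.05 in limma and 0 an adjusted p under 0.05 over all probes. The list was assembled after NDUFA4 and ATP5G2 had been seen among the smallest p.

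An intensity-dependent difference between the unnormalized arrays is a technical explanation, because the genes are bright (mean log2 intensity 14.3, against 9.07 over all genes). The median of the list lay at percentile 0.8 among 10000 lists of genes of like intensity, which argues against intensity as the whole cause. After cyclic loess normalization, however, the median was -0.049 (adjusted p = 0.0169 in limma's camera, range over the alternatives 1.47e-07 to 0.0265), with 53 genes lower and 22 higher and the median at percentile 0.99, and the share of the change that intensity may explain cannot be told apart from the rest. The median stayed below 0 under each of the 12 alternative settings, from -0.16 to -0.035, and was -0.046 without siRNA-A and -0.16 without siRNA-B. Against the mean of the control arrays, 5 of the genes were higher with siRNA-A and 30 with siRNA-B. Treatment and position on the slide coincide, so a biological effect of the knockdown stays open and untested.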

How the results depend on the processing

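The main values, thresholds, lists except those added and the alternatives were set before the data were examined. However, the ribosomal protein, MHC class II, HOXA cluster and taste receptor lists were taken from the paper's results on these same arrays. Tests of these lists are therefore not independent evidence. Omission of zero variances from the prior, omission of marked outlier spots and the comparisons of identical spots were tests chosen only after the result was seen. No paired analysis was possible because the arrays are pools that share no replicate numbers. A block for the slide was not run, because all arrays share 1 slide. Where a value changed, the cause was not tested.

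The direction was kept in 74 of 77 named genes and probes under the 12 alternative settings, and 8 of them were called under each. The medians of the MHC class II, HOXA cluster and ribosomal protein lists and the change of HOXA9 kept their sign under the same settings, and the number of annotation terms with more genes higher was 19 under each. The genes of the terms and the differentially expressed genes that the paper names were selected on these same arrays. Their kept directions are therefore not independent evidence. The number of differentially expressed spots was 504. It was 294 with the scaled background-subtracted signal, 51 with an adjusted p under 0.05 in limma and 81 to 322 without 1 array. Under other alternatives it stayed within 1.5 times the main count, from 345 to 591, including probe means. Leaving zero variances out of the prior gave 583 spots.

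At an adjusted p under 0.05 in limma there were 31 probes. There were 0 with the scaled or unscaled background-subtracted signal, after quantile, cyclic loess or background correction with quantile normalization, without spot weights and without any 1 array, with 795 to 2638 probes at an unadjusted p under 0.05 in these. The filter on dim probes gave 49. Of the MLL and MLLT3 probes, 2 were called, and 1 with the background-subtracted signal, scaled or not, and 1 without any 1 array. The cause was not tested.

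The call of HOXA9 was lost with the scaled (-0.57) and unscaled (-0.60) background-subtracted signal, and without siRNA-A, control siRNA-1 or control siRNA-2, with values without 1 array of -0.74 to -0.39. The HOXA cluster kept its median of -0.13 but not its call by fry (p = 0.0665) or with an estimated correlation (p = 0.102), whereas after cyclic loess normalization, combinations chosen after seeing the data, it was past an unadjusted 0.05 by fry (p = 0.0291, adjusted 0.137 over 7 lists) and with an estimated correlation (p = 0.0489, adjusted 0.342). The same combinations left the calls of the ribosomal protein (-0.026) and immediate early lists (0.16) lost, and that of MHC class II genes with an estimated correlation (0.65). In the unnormalized data, the MHC class II list with 0.62 lost its call with an estimated correlation (p = 0.0549). The ribosomal protein list (-0.076) lost its call by fry (p = 0.171), with an estimated correlation (p = 0.374), and after quantile (-0.022), cyclic loess (-0.026) and background correction with quantile normalization (-0.018). The immediate early list (0.16) lost it by fry (p = 0.640) and with an estimated correlation (p = 0.424), and its values without 1 array ran from -0.050 (without siRNA-B), a reversal, to 0.31 (without siRNA-A).

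The median of the taste receptor list, 0.016, was not called by camera and was past an unadjusted p of 0.05 by fry. After cyclic loess normalization, a combination chosen after seeing the data, the unadjusted fry p was 0.304. The median reversed with the scaled (-0.074) and unscaled (-0.074) background-subtracted signal, and after quantile (-0.0021) and cyclic loess normalization (-0.0059). It also reversed after background correction with quantile normalization (-0.014), and ran from -0.015 to 0.069 without 1 array. The type I interferon list (-0.043) reversed after background correction with quantile normalization (0.0064) and without siRNA-A or control siRNA-1, and ranged from -0.22 (without control siRNA-2) to 0.17 (without control siRNA-1), with a call in both. The type II interferon list (0.017) reversed with the scaled (-0.016) and unscaled (-0.016) background-subtracted signal, after cyclic loess (-0.0071) and background correction with quantile normalization (-0.0019) and without spot weights (-0.0035), with -0.066 to 0.063 without 1 array.

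The correlation between the effects of the siRNAs was 0.110 with the background-subtracted signal, scaled or not, and 0.216 among probes well above background. The MLL probe A_33_P3307307 reversed after background correction with quantile normalization (0.0056) and its values without 1 array were -0.068 to 0.014. The MLL probe A_33_P3390576 reversed with the scaled (-0.031) and unscaled (-0.062) background-subtracted signal and had -6.7e-04 to 0.10 without 1 array, and the MLL probe A_24_P136402 had -0.22 to 0.047. The cause of these reversals was not tested.

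Signal over background limits what can be read: 88.3% of spots analysed were well above background on all 4 arrays, and for LOC139431, LAMB2, MAPK15 and ATP2B2 the group of lower intensity was well above background on neither array, so the size of the fold change is uncertain.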

Differences from the paper's values

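The paper's smallest adjusted p of a spot in Additional file 1 is 0.00162, and the smallest adjusted p of a spot was 0.00601 in limma here. Of the alternatives set before the data were examined, the value lay within a factor of 1.5 of the paper's with the dim-probe filter (0.00126), and it did not with the others, which gave 0.00434 to 0.953. When zero variances were left out of the prior, which was chosen after seeing the values, it was 0.00111, and when marked outlier spots were left out, also chosen after seeing the values, it was 0.00362.

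Of 64 reported genes whose changed expression the paper states and Additional file 1 lists, 53 were called on probe means. For the other 11 there was no call on probe means here at an unadjusted p under 0.005 in limma, all with the listed direction. Of them 5 had a called spot, namely MEF2C, CEBPB, DUSP1, LAMB2 and ITGAL. The unadjusted p of every listed spot was above the listed one, by 1.19 to 4.83 times (median 1.46). Both criteria were passed by 482 of 571 listed spots, and by 552 when zero variances were left out of the prior, which was chosen after seeing the values. The log2 fold changes and adjusted p from limma were NPM2 (-0.41, adjusted p = 0.382, called with no spot weights, the dim-probe filter and an intensity trend), MEF2C (-0.60, adjusted p = 0.414, called with the dim-probe filter and omission of siRNA-B), CEBPB (0.33, adjusted p = 0.515, called with no alternative) and DUSP1 (0.43, adjusted p = 0.490, called with omission of siRNA-A). Those of the following were MNDA (0.44, adjusted p = 0.401, called with quantile normalization, cyclic loess normalization, background correction with quantile normalization and the dim-probe filter), CTSG (-0.43, adjusted p = 0.414, called with background correction with quantile normalization, the dim-probe filter and an intensity trend), LAMB2 (0.45, adjusted p = 0.386, called with the unscaled background-subtracted signal and the dim-probe filter) and PLXNA3 (-0.41, adjusted p = 0.414, called with background correction with quantile normalization and the dim-probe filter). The remaining were ITGAL (0.57, adjusted p = 0.405, called with the dim-probe filter and omission of siRNA-B), ITGAX (0.62, adjusted p = 0.424, called with no alternative) and S100A12 (0.84, adjusted p = 0.463, called with omission of control siRNA-1).

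The paper states that MHC class II genes rose except HLA-DO. Of 17 genes 14 rose, HLA-DOA and HLA-DOB were lower, and HLA-DRB6 was lower as well, with a log2 fold change of -0.34, but higher without siRNA-A (0.054). HLA-DRB6 was well above background on 1 knockdown array and 2 control arrays, so its direction is uncertain.

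The paper states that unnormalized identical replicate probes gave more consistent intensities than normalized ones. The median SD between identical spots was 0.18 unnormalized, 0.18 after quantile normalization, 0.18 after cyclic loess normalization and 0.15 after background correction with quantile normalization, and 0.072 for the scaled background-subtracted signal. The normalization that was compared is not named in the text of the paper, and these comparisons were chosen after seeing the data. Quantile and cyclic loess normalization can hardly change a spread within an array, so their values do not decide the paper's statement.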

Other observations

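The tests of explanations for the changes of MLLT3 and MLL probes, the HOXA cluster, the separate ribosomal lists and TAS1R3, and those of histone genes, other splits of the arrays and differences between the control arrays, were chosen only after the result was seen, whereas those for all ribosomal protein genes, MHC class II genes, immediate early genes and the spread between arrays were not. The comparisons of the MLL and MLLT3 probes and of the HOXA cluster list were themselves set beforehand.

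Both MLLT3 probes and the MLL probe A_33_P3390570 were lower after knockdown. For MLLT3 the data argue against scatter of dim probes, since 0.2% of 1000 probes of similar intensity fell as far as the less changed MLLT3 probe. For the MLL probe it was 1.60%, and the other MLL probes did not fall with it, so scatter and a change in that part of the transcript cannot be told apart. A candidate explanation is that these probes also detect the fusion transcript. The paper reports that the knockdown lowered the fusion transcript, with no significant change of wildtype MLL or AF9 transcripts. Where the fusion point lies relative to the probes was not analysed here.

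The HOXA cluster had a median log2 fold change of -0.13, with HOXA5 higher after quantile normalization. A percentile of 0.94 among intensity-matched lists and a median of -0.16 after cyclic loess normalization argue against intensity as the whole cause. The median was -0.23 without siRNA-B and -0.21 without control siRNA-2. Position on the slide stays confounded with treatment, and a biological effect is a hypothesis.

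Ribosomal protein genes lay at percentile 9.08 among lists matched on intensity, and after cyclic loess normalization their median was -0.026 at percentile 2.87. An intensity-dependent difference between unnormalized arrays and a change in the cells cannot be told apart for this list. Separately, cytoplasmic ribosomal protein genes lay at percentile 72.2 and changed sign after cyclic loess normalization (0.0090), which is consistent with an intensity effect. Mitochondrial ribosomal protein genes lay at percentile 0.38 and stayed lower after it (-0.048, percentile 0.130), which argues against intensity as the whole cause for them. By fry the unadjusted p for the mitochondrial genes was 0.338, and after cyclic loess normalization 0.0299 (adjusted 0.183 over 14 lists, unadjusted 0.129 with an estimated correlation). Their adjusted p in limma's camera ran from 1.10e-04 to 0.0787 over the alternatives, and their median was -0.044 without siRNA-A and -0.12 without siRNA-B.

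An interferon response to the knockdown siRNAs was tested as an explanation of the rise of MHC class II genes. The type II interferon list, which holds no MHC class II gene, had a median of 0.017 with an unadjusted p of 0.788 in limma's camera, and the type I list one of -0.043 (adjusted p = 0.876), with genes in both directions. The means of these lists had the opposite sign (-0.035 and 0.027), and both medians changed sign after background correction with quantile normalization (-0.0019 and 0.0064). Without control siRNA-1 the type I list was higher (0.17, adjusted p = 4.10e-04 in limma) and without control siRNA-2 it was lower (-0.22, adjusted p = 3.52e-05), in a range of 3.52e-05 to 0.994 over the alternatives. Without these arrays the type II median moved in the same directions, but by less (0.063 and -0.066). The type II genes stayed split, 8 higher and 7 lower without control siRNA-1 and 6 higher and 9 lower without control siRNA-2. An interferon response therefore cannot be told apart from the knockdown.

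Between the control arrays, control siRNA-1 exceeded control siRNA-2 by a median of 0.305 in MHC class II genes, 0.374 in type I and 0.249 in type II interferon genes, relative to all genes. After cyclic loess normalization the differences were 0.306, 0.392 and 0.254, which argues against an intensity-dependent difference. A difference between the control siRNAs, their pools or positions may be the cause, and no biological explanation was tested.

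A handling or serum response was tested on 16 immediate early genes that the paper does not name. Of these, 14 were higher and 2 lower, with a median of 0.16 and an unadjusted p of 0.00392 in limma's camera, which met the criterion set for such a response. The p was 0.640 by fry and 0.424 with an estimated correlation. With siRNA-A 7 and with siRNA-B 15 of the genes were higher than the controls, and without siRNA-B the median was -0.050. Handling, position on the slide and an effect of the knockdown cannot be told apart.

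TAS1R3 fell by 2.01 on the log2 scale on the probe of Additional file 1, whereas the other probes changed by -0.237 and 0.11. This is consistent with a signal particular to that probe, such as a transcript form, which was not tested. Of 18 taste receptor genes 1 was called.

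Among the pairings of the 4 arrays, 1 of 3 splits, the real one, gave 345 probes at an unadjusted p under 0.005 in limma. The other splits gave 31 and 42. With so few splits chance cannot be excluded.

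The spread of log2 differences between the knockdown arrays (SD 0.24) exceeded that between the control arrays (SD 0.18), and the ratio after cyclic loess normalization was 1.27. This argues against an intensity-dependent difference. Effects particular to each siRNA, or to its position, may contribute.

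Histone genes (64) had a median of -0.058 (adjusted p = 0.0124 over 14 lists in limma's camera), with an unadjusted p of 0.531 by fry, and siRNA-A exceeded siRNA-B by 0.20. The median was 0.045 without siRNA-B, -0.17 without siRNA-A, -0.16 without control siRNA-1 and -1.5e-04 without control siRNA-2, with adjusted p of 1.00e-05 to 0.856 over the alternatives. The call by camera was lost without siRNA-B (adjusted p = 0.521) and without control siRNA-2 (0.856), after quantile (0.286) and cyclic loess normalization (0.223) and background correction with quantile normalization (0.147), and with the scaled (0.134) and unscaled (0.110) background-subtracted signal. No biological explanation was tested. RPL13A (-0.34), a reference gene of RT-qPCR, was not called on the arrays except with an intensity trend in the variance model, and changed by -0.16 after quantile, -0.22 after cyclic loess and -0.040 after background correction with quantile normalization, and by -0.21 with the scaled background-subtracted signal. Unrelated pairs of arrays had a correlation of effects of -0.041, against 0.185 and 0.224 for the siRNAs, across probes, which are not independent replicates.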
